# Transcriptional comparison of the filamentous fungus *Neurospora crassa* growing on three major monosaccharides D-glucose, D-xylose and L-arabinose

**DOI:** 10.1186/1754-6834-7-31

**Published:** 2014-02-28

**Authors:** Jingen Li, Liangcai Lin, Huiyan Li, Chaoguang Tian, Yanhe Ma

**Keywords:** *Neurospora crassa*, L-arabinose, RNA-seq, GLT-1, XAT-1, XYT-1, HCR-1

## Abstract

**Background:**

D-glucose, D-xylose and L-arabinose are the three major monosaccharides in plant cell walls. Complete utilization of all three sugars is still a bottleneck for second-generation cellulolytic bioethanol production, especially for L-arabinose. However, little is known about gene expression profiles during L-arabinose utilization in fungi and a comparison of the genome-wide fungal response to these three major monosaccharides has not yet been reported.

**Results:**

Using next-generation sequencing technology, we have analyzed the transcriptome of *N. crassa* grown on L-arabinose versus D-xylose, with D-glucose as the reference. We found that the gene expression profiles on L-arabinose were dramatically different from those on D-xylose. It appears that L-arabinose can rewire the fungal cell metabolic pathway widely and provoke the expression of many kinds of sugar transporters, hemicellulase genes and transcription factors. In contrast, many fewer genes, mainly related to the pentose metabolic pathway, were upregulated on D-xylose. The rewired metabolic response to L-arabinose was significantly different and wider than that under no carbon conditions, although the carbon starvation response was initiated on L-arabinose. Three novel sugar transporters were identified and characterized for their substrates here, including one glucose transporter GLT-1 (NCU01633) and two novel pentose transporters, XAT-1 (NCU01132), XYT-1 (NCU05627). One transcription factor associated with the regulation of hemicellulase genes, HCR-1 (NCU05064) was also characterized in the present study.

**Conclusions:**

We conducted the first transcriptome analysis of *Neurospora crassa* grown on L-arabinose and performed a comparative analysis with cells grown on D-xylose and D-glucose, which deepens the understanding of the utilization of L-arabinose and D-xylose in filamentous fungi. The dataset generated by this research will be useful for mining target genes for D-xylose and L-arabinose utilization engineering and the novel sugar transportes identified are good targets for pentose untilization and biofuels production. Moreover, hemicellulase production by fungi could be improved by modifying the hemicellulase regulator discovered here.

## Background

The pentose sugars L-arabinose and D-xylose, along with D-glucose, are the three most abundant components of plant biomass. Consumption of D-xylose and L-arabinose and co-fermentation with D-glucose is essential for complete utilization of carbon during biomass refining, which is critical for the economic production of cellulosic fuels and chemicals [1].

Compared with L-arabinose, much research has focused on both the enzymes of the D-xylose utilization pathway and the genome-wide response to D-xylose in yeast and filamentous fungi. In fungi, D-xylose is converted to D-xylitol, then to D-xylulose and finally phosphorylated to D-xylulose-5-phosphate, which goes into the pentose phosphate pathway, via the enzymes D-xylose reductase (XR), xylitol dehydrogenase (XDH) and xylulokinase (XKS), respectively. The characteristics of XR and XDH from different species have been analyzed and significant improvement of xylose-fermentating yeast has been achieved by engineering of XR and XDH [2,3]. Many fungi can use D-xylose as a sole carbon source, and 14 xylose-fermenting fungal genomes have been sequenced and compared [4]. Genome-wide analysis of the response to D-xylose has also been reported in multiple fungi, such as *Aspergillus niger*, *Neurospora crassa*, *Scheffersomyces stipitis* and engineered *Saccharomyces cerevisiae*[5-8]. The sequenced genomes and transcriptome analysis open a great repository of target gene mining for xylose-fermenting yeast engineering, including D-xylose transporters. Several pentose-specific transporters have been cloned and characterized to date, such as *Stp2*, *Gxfl*, *An25* and *Xyp29*[9-11]. In *A. niger*, D-xylose can serve as an inducer for cellulase and hemicellulase genes [12,13], while in *Trichoderma reesei*, D-xylose is able to induce or repress the expression of hemicellulases dependent on concentration [14]. D-xylose utilization and hemicellulase expression in both organisms are regulated by XlnR/XYR1 [15,16]. In *N. crassa*, xylanase expression and D-xylose utilization are also regulated by XYR-1, an ortholog of XlnR/XYR1. Neither growth nor xylanase activity was detected in a *xyr-1* deletion strain when it was exposed to D-xylose or xylan [8].

Compared to D-xylose metabolism, L-arabinose needs only two more enzymes, L-arabitol dehydrogenase and L-xylulose reductase, to form xylitol before its confluence into the pentose phosphate pathway [17]. Many filamentous fungi can utilize both pentoses as a sole carbon source, because of the significant overlap between two sugars’ catabolic pathways. Nevertheless, differences in the regulation of their utilization have been reported in *A. niger*, the L-Arabinose was regulated by AraR whereas the D-xylose was regulated by XlnR, although some overlaps occurs between the AraR and XlnR regulation network [18,19]*.* Therefore, we set out to test whether the genome-wide response of microbes to L-arabinose at the mRNA level is similar or different to that of D-xylose. This knowledge will be really useful for subsequent industrial microbial engineering, in both yeast and filamentous fungi, for the production of chemicals and fuels from pentose sugars. To date in fungi, there has been no transcriptome analysis on L-arabinose. We performed transcriptome analysis of fungi grown on L-arabinose, D-xylose or D-glucose by RNA sequencing using *N. crassa,* as a model filamentous fungus, has been used extensively for genetic, biochemical, and molecular studies [20] and has the capability of using either D-xylose or L-arabinose as sole carbon sources. The enzymes involved in the pentose catabolic pathway of *N. crassa* have been cloned and characterized for functionality [21-24]. With great tools and resources, *N. crassa* has become a model for studying the mechanism of the lignocellulosic degradation, cellulase expression regulation and sugar transport [1].

This is the first transcriptome analysis of filamentous fungi growing on L-arabinose, and the transcriptional comparison sheds much light on the molecular basis of genome-wide microbial responses to two pentose sugars. Based on RNA-seq data of the present study, dramatic differences of transcriptional profiles under L-arabinose and D-xylose were found. Many more genes showed differential expression on L-arabinose, including genes with no obvious function related to pentose metabolism. And over half of sugar transporters of the genome were upregulated, and over 20 transcription factors were induced by L-arabinose significantly. Finally, the dataset generated by this research will be valuable for target gene mining for D-xylose or L-arabinose utilization for subsequent microbe engineering, particularly the novel pentose transporters (GLT-1, XAT-1 and XYT-1) and the transcription factors (hemicellulase regulator -1 (HCR-1)) identified.

## Results

### The growth of *Neurospora cra*ssa on D-glucose, D-xylose and L-arabinose

To determine the utilization efficiency of D-glucose, D-xylose and L-arabinose in *N. crassa*, mycelia pre-cultured on D-glucose for 16 h were transferred to mixed sugar and the speed and pattern of sugar utilization were measured (See Methods and Figure 1). Figure 1A-C shows that when D-glucose was at a low level concentration (about 0.16%), the cell started to use D-xylose and D-glucose simultaneously. In contrast, L-arabinose consumption started only after the complete depletion of D-glucose and D-xylose (Figure 1). As for most microbes, the sequence of sugar utilization is D-glucose > D-xylose > L-arabinose. For 0.5% initial sugar, it took about 16 h to use up D-glucose, and 20 h and 50 h were required to deplete the D-xylose and L-arabinose (respectively) in the same conditions. The growth rate of the wild-type (WT) cell on each of three monosaccharides reflected their sugar consumption rate and preference (Figure 1D).

**Figure 1:**
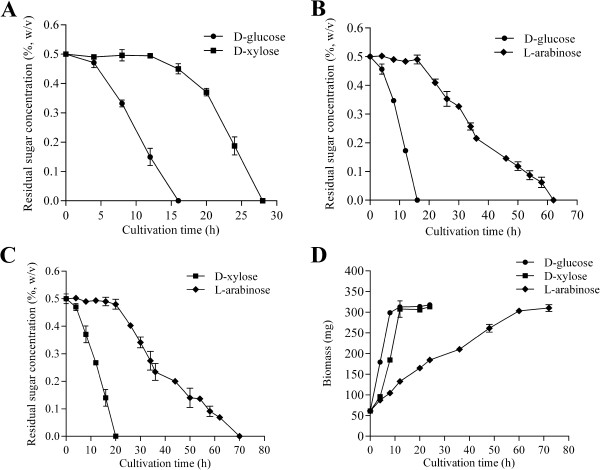
**Sugar consumption of *Neurospora crassa *mycelia precultivated on Vogel’s minimal medium with 2% D-glucose for 16 h then transferred to minimal medium with the following sugar mixtures (all 0.5%). (A)** D-glucose and D-xylose, **(B)** D-glucose and L-arabinose, **(C)** D-xylose and L-arabinose. **(D)** The grow rate of wild-type (WT) on each of three monosacchrides. The mycelia, which were pre-cultured on D-glucose for 16 h were washed, transferred to minimal medium supplemented with 0.5% D-glucose, 0.5% D-xylose or 0.5% L-arabinose, respectively, and the dry weight of the mycelia were determined as growth biomass at different intervals. The values are the means of two independent experiments.

Taking advantage of whole genome gene deletion strains, we tested the phenotypes of predicted knock-outs in the basic pentose metabolic pathway genes when cells were grown on D-xylose or L-arabinose. Genes tested included D-xylose reductase (XR, NCU08384), xylitol dehydrogenase (XDH, NCU00891), L-arabitol dehydrogenase (LAD NCU00643) and L-xylulose reductase (LXR NCU09041). The growth phenotypes showed that the deletion of *xr* or *xdh* significantly affected the growth on either D-xylose or L-arabinose. The mutants of *xr*, *lad*, or *lxr* led to a reduced mycelia density and fewer conidia on L-arabinose (Figure 2). The results indicate that D-xylose reductase accounts for the majority of the reductase activity on both L-arabinose and D-xylose in *N. crassa*, which is similar to the situation in *T. reesei*[25].

**Figure 2:**
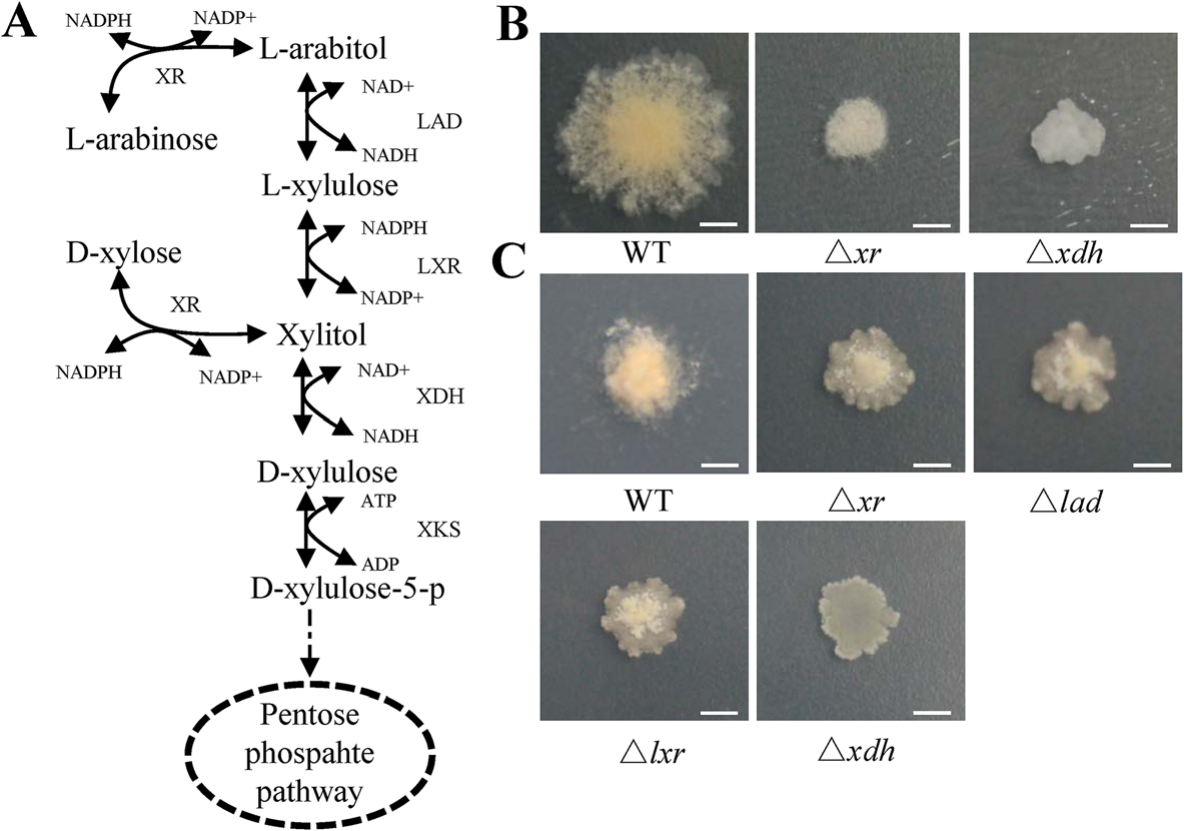
**The genes involved in pentose metabolism of *N. crassa. *(A)** General scheme for pentose catabolic pathway in fungi. **(B)** Growth of strains carrying a deletion of genes involved in the xylose catabolic pathway on BDES plate [26] plus 2% D-xylose for 3 days. **(C)** Growth of strains carrying a deletion of the gene involved in the L-arabinose catabolic pathway on BDES plate plus 2% L-arabinose for 5 days. XR, D-xylose reductase, NCU08384: XDH, xylitol dehydrogenase, NCU00891; LAD, L-arabitol dehydrogenase, NCU00643; LXR, L-xylulose reductase, NCU09041; NADH, nicotinamide adenine dinucleotide, reduced; NADPH, nicotinamide adenine dinucleotide phosphate, reduced; WT, wild-type. The length of the scale is about 0.5 cm.

### Transcriptome analysis of *N. crassa* growth on D-xylose, L-arabinose versus D-glucose

The transcriptome of *Neurospora crassa* growing on three monosaccharides (D-glucose, D-xylose and L-arabinose) was conducted using the RNA-sequencing technique. 

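RNA came from *N. crassa* mycelia grown for 16 to 26 h on 1 sugar at 2%, which was D-glucose, L-arabinose or D-xylose. Of the 5 samples analysed, 2 came from D-glucose, 2 from L-arabinose and 1 from D-xylose. The authors deposited the number of reads that mapped uniquely to each gene, without normalization, for 9730 loci of the *N. crassa* annotation. The reads counted on genes came to 20927680 and 19615075 in the L-arabinose samples, 19283168 and 20797122 in the D-glucose samples and 20804962 in the D-xylose sample. At least 10 reads were counted on 8295 and 8252 loci on L-arabinose, on 7748 and 7611 on D-glucose and on 7881 on D-xylose. RPKM was computed here from those counts, the total of each sample and a gene length. The lengths were the ones implied by the RPKM values of the paper's tables, and 6906 loci that no table covers were given the median length of 2154 bases. For every gene printed in Table S1, the reads listed there were identical to the deposited counts in all 5 samples. The D-xylose values rest on 1 sample and therefore have no replicate check.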

Clean reads were mapped to the *N. crassa* genome sequence and reads per kilobase of exon model per million mapped reads (RPKMs) were calculated as the normalized expression values of each annotated gene. Differential expression analysis was conducted using the DESeq [27] (Additional file 1: Table S1). 

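Across the 9730 loci, the Spearman correlation of RPKM between the 2 D-glucose samples was 0.974 (95% bootstrap interval over genes 0.972 to 0.976). Between the 2 L-arabinose samples it was 0.994 (95% bootstrap interval 0.994 to 0.995). Both coefficients are across genes, which are not independent replicates, and D-xylose had no duplicate to compare. Of the 7522 genes with at least 10 reads in both D-glucose samples, 893 (11.9%) differed 2-fold or more between them after scaling to equal library totals. On L-arabinose, 93 of 8192 genes (1.14%) did so. When only genes with at least 10 reads in both replicates were kept, the coefficient fell to 0.952 on D-glucose and to 0.992 on L-arabinose. From such coefficients, the paper concludes that reproducibility was high and averages the RPKM of the replicates.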

High reproducibility of the RNA-seq data from two biological replicates was observed under both D-glucose and L-arabinose conditions, with a Spearman correlation coefficient above 0.9 and *P*-value less than 0.001 and the averaged RPKMs were use for subsequent analysis (Additional file 2: Figure S1). To discover significantly upregulated and downregulated genes between the conditions tested, only the genes with *P*-values of DESeq analysis less than 0.001 and RPKM values above 20 in at least one condition went into further analysis. 

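Differential expression was computed here from the counts with the quasi-likelihood test of edgeR, after TMM normalization, in a fit of all 5 samples with a coefficient for each carbon source. After the filter on low counts, 8389 genes were tested. A gene was called changed when its raw P-value was under 0.001 and its mean RPKM was above 20 in at least 1 of the 2 conditions compared. Standard errors of the log2 fold changes are the fold change divided by the square root of the F statistic, and adjusted p-values are from the same test with Benjamini-Hochberg adjustment. The least significant gene called on L-arabinose had an edgeR adjusted p of 0.01, and the least significant one on D-xylose had 0.059. Among the genes of Table S1, 121 were called on L-arabinose by edgeR and 315 by the P-values printed in that table under the same thresholds, with 117 genes called by both. On D-xylose the numbers were 16 and 21.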

These criteria identified genes with robust differences in expression [28]. Using gene expression on D-glucose as a reference, 1,046 genes on L-arabinose and 105 genes on D-xylose showed significantly differential expression. 

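With D-glucose as the reference, 582 genes were called changed on L-arabinose (2 samples against 2) and 74 on D-xylose (1 sample against 2) by the edgeR quasi-likelihood test at these thresholds. The fit of the L-arabinose and D-glucose samples with the replicate number as a block called 486 genes on L-arabinose. The pairing of replicate numbers is taken from the sample labels. Replicates with the same number did not deviate together from their condition means (Pearson r = -0.010 across 7507 genes). Leaving out either D-glucose sample raised these counts strongly. The spread then came from the L-arabinose duplicates alone, which differed less from each other. Without D-glucose replicate 1, 2053 genes were called on L-arabinose, and without D-glucose replicate 2, 367 were called on D-xylose. Without L-arabinose replicate 1 the numbers were 193 and 40.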

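Of the genes called here, 334 were upregulated and 248 downregulated on L-arabinose, and 65 were upregulated and 9 downregulated on D-xylose. The sets shared 38 upregulated and 8 downregulated genes, and no gene was called in opposite directions on the 2 pentoses. The largest increase on L-arabinose was that of NCU05924, annotated as an endo-1,4-beta-xylanase, at 103.9 ± 46.44 RPKM (SD, n = 2) against 0.05 ± 0.0027 RPKM (SD, n = 2) on D-glucose. Its log2 fold change was 10.56 (standard error 0.62, edgeR adjusted p = 0.0014). Its D-glucose level rests on 1 read in each sample, below the 3 reads counted as seen, so its exact fold change and rank are uncertain. NCU05924 was followed by NCU08128 (10.00, benzoate 4-monooxygenase cytochrome P450), NCU09923 (9.74, beta-xylosidase), NCU02188 (9.60, sugar transporter) and NCU07324 (9.50, conidiation-specific protein 13). Their edgeR adjusted p-values ran from 0.00062 to 0.00078, with standard errors up to 0.41. NCU08128 had only 4 and 2 reads in the D-glucose samples. The largest decreases on L-arabinose were those of the hypothetical proteins NCU09506 (-6.20), NCU06911 (-6.06) and NCU06912 (-5.15), the nitrate transporter gene NCU07205 (-5.16) and the L-amino acid oxidase gene NCU01066 (-4.85). On D-xylose the largest increases were those of NCU08384 (8.86, xylose reductase), NCU07225 (8.73, endo-1,4-beta-xylanase 2), NCU04537 (8.56, monosaccharide transporter), NCU03322 (8.31, GDSL family lipase) and NCU05897 (8.15, L-fucose permease). Of these, NCU03322 had 2 reads in each D-glucose sample and NCU07225 had 5 and 4, so their order is also uncertain. The largest decreases on D-xylose were those of NCU01633 (-3.73), NCU09506 (-3.66), NCU11405 (-3.53), NCU01065 (-3.53) and NCU07205 (-3.09). With the replicate block, 310 genes were upregulated and 176 downregulated on L-arabinose (r = -0.010 for the pairing by number). Leaving out D-glucose replicate 1 had the largest effect on the shared set, which then held 151 upregulated genes.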

In total, 498 genes were upregulated on L-arabinose, in contrast to only 96 genes upregulated on D-xylose, with 50 genes upregulated on both sugars (Table 1). These data clearly suggested there was a much wider response in *N. crassa* to L-arabinose than that to D-xylose. 

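The number of genes called changed on L-arabinose was 7.86 times that on D-xylose. With 1 L-arabinose sample in the fit, as many as D-xylose has, the ratio was 4.83 without L-arabinose replicate 1 and 5.42 without replicate 2. In the direct comparison of the 2 pentoses, 256 genes were called, of which 160 were higher and 96 lower on L-arabinose than on D-xylose. That count rose to 1932 when only the samples of these 2 conditions entered the fit. Across the called genes, the median absolute log2 fold change was 2.36 on L-arabinose and 3.35 on D-xylose. With 1 D-xylose sample, a fold change generally had to be larger to be called. These medians therefore cannot rank the strength of the 2 responses. From the numbers of genes changed on each sugar, the paper reasons that the response to L-arabinose is the wider one.

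**Figure D1:**
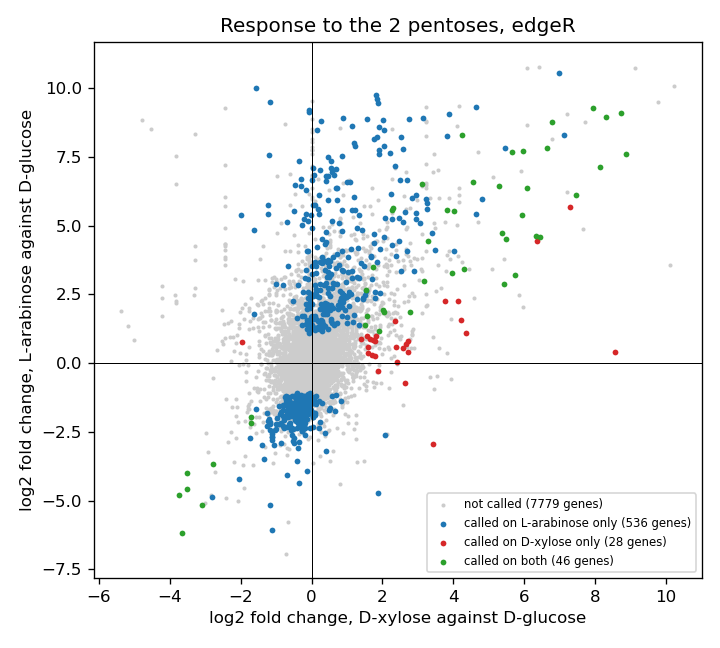
Log2 fold change of each tested gene on L-arabinose (vertical axis) against that on D-xylose (horizontal axis), both with D-glucose as the reference, from edgeR. Each point is a gene, coloured by whether it was called on L-arabinose only (536 genes), on D-xylose only (28), on both (46) or on neither (7779).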

The difference was surprising, since D-xylose and L-arabinose are catabolized via the same metabolic pathway after xylitol is formed and only two more genes are needed based on the catalytic pathway predicted for L-arabinose (LAD and LXR, as discussed previously).

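The genes of the shared part of the pathway rose on both pentoses. D-xylose reductase (*xr*, NCU08384) was at 5.80 ± 1.16 RPKM (SD, n = 2) on D-glucose, 1382.4 ± 76.35 RPKM (SD, n = 2) on L-arabinose and 2746.3 RPKM (no replicates) in the D-xylose sample. For this gene the log2 fold change was 7.60 (standard error 0.3, edgeR adjusted p = 0.00071) on L-arabinose and 8.86 (standard error 0.33, edgeR adjusted p = 0.0035) on D-xylose. Xylitol dehydrogenase (*xdh*, NCU00891) had log2 fold changes of 5.38 and 5.94, and D-xylulose kinase (NCU11353) of 2.88 and 5.42, on L-arabinose and D-xylose respectively. Their edgeR adjusted p-values were 0.0038 and 0.002 on L-arabinose and 0.024 and 0.0036 on D-xylose. L-arabitol dehydrogenase (*lad*, NCU00643) was at 313.8 ± 19.76 RPKM (SD, n = 2) on L-arabinose, 24.19 RPKM on D-xylose and 2.76 ± 0.7 RPKM (SD, n = 2) on D-glucose. The log2 fold changes of *lad* were 6.53 (standard error 0.28, edgeR adjusted p = 0.00071) on L-arabinose and 3.11 (standard error 0.27, edgeR adjusted p = 0.024) on D-xylose. No length was available here for L-xylulose reductase (*lxr*, NCU09041), so its values are CPM (counts scaled to equal library totals). It was at 88.45 and 76.01 CPM in the L-arabinose samples and 50.85 in the D-xylose sample. In the D-glucose samples it was at 244.5 and 9.47. Its change on L-arabinose was within the spread of the D-glucose replicates at a log2 fold change of -0.93 (standard error 1.32, edgeR adjusted p = 0.61). Without D-glucose replicate 1 that fold change became 2.83, and with the replicate block it was 0.39. For *lad* the fit with the block gave 6.51 (r = -0.010 for the pairing by replicate number). The paper reasons that, with the pathway shared after xylitol, only *lad* and *lxr* would be needed in addition for L-arabinose.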

**Table 1:** The number of genes showing differential expression on L-arabinose and D-xylose vs D-glucose

	**L-arabinose**	**D-xylose**	**L-arabinose and D-xylose**
Upregulated	498	96	50
Downregulated	548	9	8

### Identification of genes induced by both D-xylose and L-arabinose

In order to elucidate the transcriptional data more clearly, we performed hierarchical clustering analysis of genes that showed significant differential expression on L-arabinose or D-xylose, compared to D-glucose as the reference. 

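The mean RPKM of each condition was scaled within each gene for the 1097 genes of Table S2 and clustered here by complete linkage on Euclidean distances into 4 groups. The best one-to-one matching of these groups with the paper's clusters placed 89.70% of the genes in the matching cluster. All 460 genes of cluster 2 and all 40 of cluster 3 stayed together, while cluster 1 was divided into 23 genes grouped with cluster 2 and 22 grouped with cluster 3. The genes of cluster 4 formed groups of 484 and 68. The matching share was lowest with unscaled log2 ratios to D-glucose, at 77.94%, and highest with average linkage, at 94.44%. Clusters of condition means carry no error, and the D-xylose mean is that of 1 sample.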

The analysis used Cluster 3.0 [29] with euclidean distance as the similarity metric and complete linkage as the clustering method, and resulted in four distinct clusters (Figure 3A and Additional file 3: Table S2). The 45 genes induced by both L-arabinose and D-xylose similarly, compared to D-glucose, were grouped into cluster 1, in which the genes involved in C-compound/carbohydrate metabolism and transport were enriched based on function category analysis (Additional file 3: Table S3). 

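Over the 45 genes of cluster 1, the median log2 fold change was 1.95 on L-arabinose (interquartile range 1.38 to 3.78) and 2.32 on D-xylose (1.65 to 3.97). All 45 genes had a higher RPKM in both L-arabinose samples than in both D-glucose samples. On D-xylose, all 45 were above both D-glucose samples. The paper's clusters were chosen from these same samples, so such directions were largely fixed by the choice of genes. The edgeR test called 23 of them on L-arabinose, 24 on D-xylose and 18 on both, and none was called different between the 2 pentoses. Of the 5 loci that Table S3 lists under carbohydrate transport, 3 are in the files, with log2 fold changes of 1.95 to 7.14 on L-arabinose.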

This cluster included three hemicellulase genes (NCU01900, *gh43-2*; NCU07225, *gh11-2*; NCU09652, *gh43-5*), three sugar transporters (NCU00801, NCU07607, NCU05897), two genes involved in the pentose catabolic pathway (NCU08384, *xr*; NCU00891, *xdh*) and xylan degradation regulator 1(*xlr-1*, NCU06971).

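The hemicellulase genes of this cluster rose from at most 2.03 RPKM on D-glucose. *gh43-2* (NCU01900) reached 174.6 ± 20.79 RPKM (SD, n = 2) on L-arabinose and 366.1 RPKM (no replicates) on D-xylose, *gh11-2* (NCU07225) 125.3 ± 56.12 RPKM (SD, n = 2) and 79.95 RPKM, and *gh43-5* (NCU09652) 193.8 ± 2.75 RPKM (SD, n = 2) and 131.1 RPKM. Their log2 fold changes on L-arabinose were 6.13, 9.10 and 6.37, with edgeR adjusted p-values of 0.00071, 0.0015 and 0.0014. On D-xylose they were 7.47, 8.73 and 6.08. Among the sugar transporters, NCU05897 was at 188.9 ± 3.35 RPKM (SD, n = 2) on L-arabinose and 315.5 RPKM on D-xylose, against 1.10 ± 0.55 RPKM (SD, n = 2) on D-glucose. NCU00801 had log2 fold changes of 1.95 (standard error 0.23, edgeR adjusted p = 0.0072) on L-arabinose and 2.01 (standard error 0.26, edgeR adjusted p = 0.053) on D-xylose. NCU07607, with 3.92 and 1.14 RPKM in the D-glucose samples, did not pass the threshold on either sugar, at a log2 fold change of 2.06 (standard error 0.64, edgeR adjusted p = 0.061) on L-arabinose and 3.22 (standard error 0.73, edgeR adjusted p = 0.21) on D-xylose. The regulator gene *xlr-1* (NCU06971) was at 23.60 ± 1.93 RPKM (SD, n = 2) on L-arabinose and 18.99 RPKM on D-xylose, against 1.14 ± 0.43 RPKM (SD, n = 2) on D-glucose, with log2 fold changes of 4.07 (standard error 0.33, edgeR adjusted p = 0.0032) and 4.03 (standard error 0.36, edgeR adjusted p = 0.025). When the replicate block was added, the L-arabinose fold changes of NCU01900, NCU07607 and NCU06971 were 6.09, 2.19 and 4.07 (pairing taken from the labels, r = -0.010). The gene most sensitive to the samples used was NCU07607, whose fold change on D-xylose was 4.38 without D-glucose replicate 1.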

**Figure 3:**
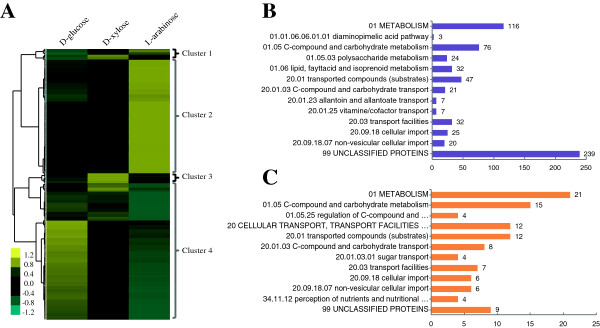
**Hierarchical clustering analysis and functional category analysis of RNA-seq data. (A)** Hierarchical clustering analysis of genes with values more than 20 for reads per kilobase of exon model per million mapped reads, showing significantly differential expression in *Neurospora crassa* when grown on L-arabinose or D-xylose compared to that on D-glucose. **(B)** and **(C)** functional category analysis of genes grouped into cluster 2 and cluster 3.

### Genes induced by L-arabinose but not by D-xylose

The second cluster (cluster 2) contained 460 genes that showed relative higher expression levels on L-arabinose, but not on D-xylose. 

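The median log2 fold change of the 460 genes of cluster 2 was 2.61 on L-arabinose (interquartile range 1.73 to 4.91) and 0.4 on D-xylose (-0.043 to 1.09). All of them were higher in both L-arabinose samples than in both D-glucose samples, which their choice from these same samples largely fixed. The edgeR test called 289 upregulated on L-arabinose. On D-xylose, 16 were called upregulated and 1 downregulated, and 269 lay above both D-glucose samples in the D-xylose sample. In the direct comparison of the pentoses, 153 genes of the cluster were called higher on L-arabinose and none lower. Over all genes, the number upregulated on L-arabinose was most affected by dropping D-glucose replicate 1, which raised it to 830.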

Function category analysis [30] showed that the majority of these genes represent unclassified proteins (Figure 3B and Additional file 3: Table S4). Apart from these unclassified genes, C-compound/carbohydrate metabolism and transport genes were the most enriched group (*P*-value <1E-9), as expected. A total of 21 carbohydrate transport genes were induced, including multiple identified sugar transporters: NCU00821 (*Xyp29*, D-xylose-specific transporter), NCU08114 (*cdt-2*, cellodextrin transport) and NCU02582 (*rco-3*, glucose transporter) [9,31,32], and 10 putative sugar transporters, which will be discussed later. 

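All 21 genes that Table S4 lists under carbohydrate transport were called upregulated on L-arabinose. Each was higher in both L-arabinose samples than in both D-glucose samples. They belong to cluster 2, so their direction was largely fixed by selection from the same data. Their log2 fold changes ran from 1.78 to 9.60 with a median of 5.59, and 3 of them were also called on D-xylose. NCU00821 was at 484.1 ± 9.58 RPKM (SD, n = 2) on L-arabinose and 32.87 ± 2.90 RPKM (SD, n = 2) on D-glucose (log2 fold change 3.59, standard error 0.19, edgeR adjusted p = 0.0012). For *cdt-2* (NCU08114) the values were 674.0 ± 41.36 RPKM (SD, n = 2) and 1.24 ± 0.34 RPKM (SD, n = 2), a log2 fold change of 8.79 (standard error 0.32, edgeR adjusted p = 0.00067). The *rco-3* gene (NCU02582) changed less, from 9.65 ± 1.77 RPKM (SD, n = 2) on D-glucose to 40.68 ± 5.00 RPKM (SD, n = 2) on L-arabinose, a log2 fold change of 1.78 (standard error 0.22, edgeR adjusted p = 0.0078). Fitted with the replicate block, the fold changes of NCU00821, NCU08114 and NCU02582 were 3.54, 8.76 and 1.74, where replicates of the same number had deviations correlated at r = -0.010. Removing D-glucose replicate 2 moved *cdt-2* to 9.09.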

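Of the 50 CAZy genes in Table S6, 43 were called upregulated on L-arabinose by edgeR at the raw P-value threshold, and all 50 had an edgeR quasi-likelihood adjusted p under 0.05, the largest being 0.045. All 50 were higher in both L-arabinose samples than in both D-glucose samples. Their log2 fold changes ran from 1.31 to 10.56 with a median of 5.95. The paper listed these genes as induced in the same samples, which largely fixed their direction. Their median RPKM was 108.5 on L-arabinose, 7.32 on D-xylose and 1.92 on D-glucose. In Table S2, 46 of the 50 are placed in cluster 2 and 4 in cluster 1. On D-xylose, 8 of them were called upregulated. The replicate block left 43 of the listed genes called (r = -0.010 for samples sharing a number), and 33 were called without L-arabinose replicate 2.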

In addition, 50 of 300 CAZy genes were significantly and highly upregulated when exposed to L-arabinose compared to their expression on D-glucose (Additional file 4: Table S6), of which 46 were grouped into this cluster. 

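The xylanase gene NCU08189 was at 1002.3 ± 101.0 RPKM (SD, n = 2) on L-arabinose and 1.31 ± 0.2 RPKM (SD, n = 2) on D-glucose, a ratio of 763.8 and a log2 fold change of 9.28 (standard error 0.27, edgeR adjusted p = 0.00062). The alpha-L-arabinofuranosidase gene NCU02343 was at 768.0 ± 82.28 RPKM (SD, n = 2) on L-arabinose and 3.05 ± 0.77 RPKM (SD, n = 2) on D-glucose, a ratio of 251.8, with a log2 fold change of 7.68 (standard error 0.33, edgeR adjusted p = 0.00071). The ratios are of RPKM without TMM normalization, while the fold changes use TMM and are smaller. For NCU02343 the fold change of the main fit lies below the increase that the paper states. On D-glucose the RPKM values rest on 26 and 35 reads for NCU08189 and on 189 and 142 reads for NCU02343. The fold change of NCU02343 lay between 7.44 and 7.97 across the fits that each left out a replicate. The replicate block gave 9.24 for NCU08189 and 7.65 for NCU02343 (pairing by number, r = -0.010).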

These genes included five hemicellulase genes, of which two hemicellulase genes with RPKM values more than 700, NCU08189 (endo-1,4-beta-xylanase) and NCU02343 (alpha-L-arabinofuranosidase), showed expression levels that were increased over 250-fold. In addition, this cluster contained three of five beta-galactosidases in the *N. crassa* genome (NCU04623, NCU00642, NCU00810), with average RPKM values more than 130.

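Averaged over these 3 genes, the RPKM was 130.8 ± 6.44 on L-arabinose (SD, n = 2), 6.43 ± 3.75 on D-glucose (SD, n = 2) and 12.13 on D-xylose (no replicates). NCU04623 was at 62.78 ± 0.82 RPKM (SD, n = 2) on L-arabinose, with a log2 fold change of 5.94 (standard error 0.25, edgeR adjusted p = 0.00071). NCU00810 was at 220.1 ± 24.37 RPKM (SD, n = 2), with a log2 fold change of 3.70 (standard error 0.41, edgeR adjusted p = 0.0066). NCU00642 was at 109.6 ± 4.24 RPKM (SD, n = 2) on L-arabinose. Its D-glucose samples differed (7.81 and 1.55 RPKM), and its log2 fold change of 4.25 (standard error 0.82, edgeR adjusted p = 0.019) did not pass the raw P-value threshold. That fold change was 5.85 without D-glucose replicate 1, the setting that moved it most. In the fit with the replicate block it was 4.61, and those of NCU04623 and NCU00810 were 5.91 and 3.74 (r = -0.010 for the pairing).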

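The median log2 fold change of the 40 genes of cluster 3 was 2.61 on D-xylose (interquartile range 1.95 to 3.86) and 0.54 on L-arabinose (-0.66 to 1.04). All 40 lay above both D-glucose samples in the D-xylose sample, which their choice from these same samples largely fixed. On D-xylose, 23 were called upregulated by edgeR. On L-arabinose, 4 were called upregulated and 2 downregulated, and 25 were higher in both L-arabinose samples than in both D-glucose samples. In the direct comparison, 18 of the 40 genes were called lower on L-arabinose than on D-xylose. Over the whole genome, the number of genes upregulated on D-xylose rose to 258 without D-glucose replicate 1.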

A smaller cluster of 40 genes (cluster 3) showed high expression levels in *N. crassa* when exposed to D-xylose, but were not induced by L-arabinose. This group contained two exoglucanases (NCU09680 and NCU07340) with an average RPKM value of 31 and one gene encoding an enzyme of the pentose catabolism pathway (NCU11353, D-xylulose kinase), consistent with a previous study using microarray analysis [8]. 

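The exoglucanase genes averaged 30.97 RPKM in the D-xylose sample, 6.74 on L-arabinose and 3.33 on D-glucose. NCU09680 was at 35.22 RPKM (no replicates) on D-xylose and 5.26 ± 0.94 RPKM (SD, n = 2) on D-glucose, with a log2 fold change of 2.72 (standard error 0.27, edgeR adjusted p = 0.028). NCU07340 was at 26.73 RPKM and 1.41 ± 0.47 RPKM (SD, n = 2), with a log2 fold change of 4.23 (standard error 0.4, edgeR adjusted p = 0.027). On L-arabinose their log2 fold changes were 0.39 and 1.55 (0.35 and 1.52 with the replicate block, whose pairing check gave r = -0.010), and neither was called. D-xylulose kinase (NCU11353) was at 320.2 RPKM on D-xylose, 66.66 ± 4.18 RPKM (SD, n = 2) on L-arabinose and 7.36 ± 1.23 RPKM (SD, n = 2) on D-glucose. It was called upregulated on both sugars, with log2 fold changes of 5.42 (standard error 0.24, edgeR adjusted p = 0.0036) on D-xylose and 2.88 (standard error 0.2, edgeR adjusted p = 0.002) on L-arabinose. The largest shift came with D-glucose replicate 1 left out, which put the D-xylose fold change of NCU07340 at 4.62. There is no second D-xylose sample against which to check these values.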

Not surprisingly, the carbohydrate metabolism and transport group were enriched, although the number of genes was less than that induced by L-arabinose (Figure 3C and Additional file 3: Table S5). 

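In Table S2, 4 of the 39 sugar transporter genes of Table 2 are in cluster 3, and all 4 were called upregulated on D-xylose by edgeR. In cluster 2 there are 13, and all 13 were called upregulated on L-arabinose. Over all 39 genes, 9 were called upregulated on D-xylose and 17 on L-arabinose, with 7 on both. The strongest on D-xylose was NCU04537, at 410.0 RPKM (no replicates) against 1.06 ± 0.66 RPKM (SD, n = 2) on D-glucose, with a log2 fold change of 8.56 (standard error 0.56, edgeR adjusted p = 0.01). Without D-glucose replicate 2 this fold change was 9.40. Directly compared, 8 of the 39 genes were called higher on L-arabinose than on D-xylose and 3 lower.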

Four putative sugar transporters were induced significantly by D-xylose, about a third of the number induced by L-arabinose; detailed analysis of sugar transporter gene expression will be discussed separately later.

### The L-arabinose regulon in *Neurospora crassa* was significantly different and wider than that of the carbon starvation response

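On L-arabinose, 248 genes were called downregulated by edgeR, against 9 on D-xylose. Of the 552 genes of cluster 4, all were lower in both L-arabinose samples than in both D-glucose samples and 240 were called. These genes were chosen from the same samples, so their direction was largely fixed. Their median log2 fold change was -1.39 on L-arabinose (interquartile range -1.77 to -1.21) and -0.29 on D-xylose. This count depended on the replicates more than any other. It was 12 without L-arabinose replicate 1 and 1223 without D-glucose replicate 1. In the fit with the replicate block, 176 genes were called downregulated, with r = -0.010 as the measure of pairing by number.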

In addition to unregulated genes, there are also a large number of genes showing downregulated expression levels on L-arabinose compared to the D-glucose (cluster 4). 

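NCU01227, which the paper's text names oxoglutarate dehydrogenase and its Table S1 annotates as succinyl-CoA ligase alpha-chain, was at 375.4 ± 99.27 RPKM (SD, n = 2) on D-glucose, 151.1 ± 1.83 RPKM (SD, n = 2) on L-arabinose and 295.1 RPKM (no replicates) on D-xylose, with a log2 fold change of -1.61 (standard error 0.24, edgeR adjusted p = 0.011) on L-arabinose and -0.37 (standard error 0.29, edgeR adjusted p = 0.75) on D-xylose. Pyruvate kinase (NCU06075) was at 305.1 ± 17.65 RPKM (SD, n = 2) on D-glucose, 97.82 ± 6.20 RPKM (SD, n = 2) on L-arabinose and 236.6 RPKM on D-xylose. Its log2 fold change was -1.93 (standard error 0.18, edgeR adjusted p = 0.0046) on L-arabinose and -0.39 (standard error 0.22, edgeR adjusted p = 0.65) on D-xylose. 6-phosphofructokinase (NCU00629) was at 99.33 ± 40.22 RPKM (SD, n = 2) on D-glucose, 23.68 ± 3.88 RPKM (SD, n = 2) on L-arabinose and 59.30 RPKM on D-xylose, with a log2 fold change of -2.36 (standard error 0.35, edgeR adjusted p = 0.011) on L-arabinose and -0.77 (standard error 0.42, edgeR adjusted p = 0.64) on D-xylose. Only NCU06075 passed the raw P-value threshold on L-arabinose, and none of these genes passed it on D-xylose. Between the pentoses themselves, the log2 fold change of L-arabinose against D-xylose was -1.24 (standard error 0.27, edgeR adjusted p = 0.05) for NCU01227, -1.54 (standard error 0.21, edgeR adjusted p = 0.024) for NCU06075 and -1.60 (standard error 0.39, edgeR adjusted p = 0.058) for NCU00629. With the replicate block the L-arabinose fold changes were -1.63, -1.98 and -2.35 in the same order (pairing check r = -0.010). That of NCU00629 ranged from -2.73 to -1.87 as replicates were left out in turn. In the paper, the decrease of these genes on L-arabinose and its absence on D-xylose are taken as a sign that L-arabinose is the less preferred carbon source.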

The majority of genes were involved in the metabolism of amino acids, carbohydrates, nitrogen and nucleotides, including a key enzyme for the tricarboxylic acid (TCA) cycle (NCU01227, oxoglutarate dehydrogenase) and two critical genes in the glycolysis pathway (NCU06075, Pyruvate kinase; NCU00629, 6-phosphofructokinase); no such decrease under D-xylose conditions was observed. These differences indicate that L-arabinose is a less desirable carbon resource compared to both D-glucose and D-xylose, and that it may result in the induction of the carbon starvation response [33] We performed a comparison of the L-arabinose regulon (498 upregulated and 548 downregulated genes) with carbon starvation responses, using RNA-seq data from cells grown with no carbon source [34]. The Venn diagrams showed that the overlap of the response under both conditions was 177 genes showing increased expression and 276 genes showing decreased expression levels respectively (Additional file 5: Figure S2 and Additional file 6: Table S7). Despite this high overlap, there were also clear differences between the two conditions. A total of 321 genes, nearly twice the number showing overlap, showed significantly induced expression only by L-arabinose. These genes were mainly grouped into polysaccharide metabolism, the pentose-phosphate pathway and C-compound and carbohydrate transport. The genes responding only to carbon starvation were mainly involved in amino acid metabolism, complex cofactor/cosubstrate/vitamin binding and energy metabolism. In addition, eight hemicellulase genes showed increased expression with an average RPKM value of 344, and five hemicellulase genes responding to carbon starvation had an average expression value of 52. 

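The paper's text does not name its 8 hemicellulase genes. Those used here, from Table S9 with NCU05965 added, were taken because their mean in Table S6 matched the paper's 363 RPKM. A mean near the paper's values was therefore partly built in. On L-arabinose these 8 genes had a mean RPKM of 344.5 ± 33.89 (SD, n = 2). It was 320.5 in replicate 1 and 368.4 in replicate 2. On D-glucose their mean was 1.56 ± 0.22 (SD, n = 2). The median over the genes was lower than the mean, at 184.2 RPKM on L-arabinose. Cells without a carbon source are not among the samples analysed here, so the comparison with carbon starvation has no values of its own.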

These data suggested that genes induced by L-arabinose were not solely due to carbon starvation, although the carbon starvation process was launched as part of the L-arabinose response.

Among the gene set downregulated by L-arabinose, however, the overlap was larger, with 276 genes showing reduced expression on both L-arabinose and no carbon, and 272 genes downregulated only in L-arabinose. The functions of the 276 genes downregulated in both conditions were related to energy, nucleotide/nucleoside metabolism and protein synthesis. Since the fungus grows much slower on these conditions compared to D-glucose and D-xylose, the metabolic pathways may be slowed down to save energy, a strategy that was also found during growth on Avicel [33].

Together, the observation that L-arabinose induced a much broader spectrum of genes than D-xylose, indicated the L-arabinose might be acting not only as a carbon source, but also as a signal molecule for less desirable carbon. Such a signal could regulate core metabolic switches and further rewire the whole metabolic network, including provoking many pathways of gene expression, such as sugar transporters and hemicellulases.

### Sugar transporter expression of *N. crassa* grown on D-xylose, L-arabinose and D-glucose

Multiple strategies have been taken to improve D-xylose and L-arabinose fermentation through *S. cerevisiae* engineering. Using the pentose transporter to enhance pentose uptake might be a promising complementary solution with metabolic engineering [11,35-37]. Only a few pentose transporters have been identified so far, with limited improvement for pentose fermentation [37-39].

Therefore, the discovery of novel pentose transporters is required. Based on the annotation of TransportDB database [40] and the *N. crassa* database (Broad Institute), a total 39 genes are predicted as putative sugar transporters belonging to the major facilitator superfamily (MFS) in the *N. crassa* genome (Table 2). 

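From the deposited counts, 24 of the 39 genes had a mean RPKM of at least 20 on L-arabinose, 14 on D-xylose (1 sample) and 6 on D-glucose, and 4 did so in all 3 conditions. The RPKM was higher in both L-arabinose samples than in both D-glucose samples for 36 of the 39 genes. That RPKM is without TMM normalization, and NCU09321, which is among the 36, had a log2 fold change of -0.034 with it. The edgeR quasi-likelihood test called 17 upregulated on L-arabinose and 9 on D-xylose. Requiring the threshold in every replicate changed the D-glucose count to 4 and left the L-arabinose count at 24. The D-xylose count rests on 1 sample and could not change. No read of NCU08180 was counted in any sample, and the smallest share the depth can show is 3 reads, or 1.43e-05% to 1.56e-05% of the reads.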

Among these 39 putative sugar transporter genes, 24 genes had transcripts that were expressed (RPKM ≥20) on L-arabinose, whereas 15 were expressed on D-xylose and 6 genes on D-glucose.

**Table 2:** **The expression of predicted sugar transporter genes in the genome of *Neurospora crassa *** **on D-glucose, L-arabinose or D-xylose**

**Locus**	**Annotation**	**Reads per kilobase of exon model per million mapped reads (RPKM)**		
		**D-glucose**	**L-arabinose**	**D-xylose**
NCU01633	Hexose transporter HXT13	**242.45**	9.92	29.68
NCU02188	Sugar transporter	1.20	**1200.18**	4.43
NCU08114	Hexose transporter	1.24	**587.22**	**138.64**
NCU09287	Sugar transporter	1.55	**560.93**	30.21
NCU00821	Sugar transporter	32.87	**414.86**	57.54
NCU10021	MFS monosaccharide transporter	6.61	**394.47**	**1045.02**
NCU00809	MFS monosaccharide transporter	7.07	**314.73**	6.64
NCU01132	MFS monosaccharide transporter	0.46	**280.94**	0.87
NCU06138	Quinate permease	0.74	**213.95**	75.43
NCU05897	L-fucose permease	1.10	**179.47**	**315.45**
NCU05853	MFS sugar transporter	2.36	**149.95**	5.65
NCU04963	High-affinity glucose transporter	4.91	**128.69**	**402.90**
NCU04537	Monosaccharide transporter	1.06	3.35	**410.00**
NCU05627	High affinity glucose transporter ght1	4.47	48.96	**244.36**
NCU00450	Sucrose transporter	28.78	52.91	23.15
NCU00801	MFS lactose permease	6.10	25.15	24.96
NCU00988	MFS quinate transporter	0.18	47.98	0.86
NCU01494	MFS sugar transporter	1.34	6.47	2.07
NCU01813	High affinity glucose transporter	23.68	38.96	16.02
NCU01868	MFS maltose permease malp	0.41	2.42	0.54
NCU02582	Rco3	9.65	42.90	12.30
NCU04310	Sugar transporter	9.68	26.59	12.88
NCU05350	Sugar transporter	0.37	10.25	0.55
NCU05585	MFS quinate transporter	1.01	47.89	1.52
NCU06026	Quinate permease	5.99	37.83	13.25
NCU06358	High affinity glucose transporter RGT2	1.71	51.82	18.50
NCU06384	MFS sugar transporter	0.08	2.88	1.11
NCU06522	MFS maltose permease	1.35	3.39	1.98
NCU07054	Sugar transporter 4	0.03	0.41	0.14
NCU07169	MFS glucose transporter	13.55	30.96	13.49
NCU07607	Sugar transporter	2.53	10.65	23.97
NCU07861	Maltose transporter	0.54	1.05	0.67
NCU08152	High affinity glucose transporter	0.05	0.71	0.09
NCU08180	High-affinity glucose transporter	0.00	0.01	0.00
NCU08858	MFS alpha-glucoside transporter	24.76	36.86	37.86
NCU09321	Sucrose transporter	33.00	37.66	35.30
NCU09358	Hexose carrier protein	0.27	15.90	0.77
NCU11342	MFS hexose transporter	0.15	1.51	0.63
NCU12154	Maltose permease MAL61	2.10	2.59	1.51

The genes with RPKM values more than 100 are shown as bold font.

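A mean RPKM above 100 in at least 1 condition was found for 14 genes, of which 11 passed it on L-arabinose, 6 on D-xylose and 1 on D-glucose. Both pentoses had 4 of these genes in common, and none passed 100 on D-glucose and both pentoses. The highest was NCU02188, at 1148.5 ± 36.53 RPKM (SD, n = 2) on L-arabinose, 4.43 RPKM (no replicates) on D-xylose and 1.20 ± 0.16 RPKM (SD, n = 2) on D-glucose. NCU10021 was at 1045.0 RPKM on D-xylose and 410.7 ± 0.75 RPKM (SD, n = 2) on L-arabinose, with D-glucose samples at 2.54 and 10.68 RPKM. The number above 100 was 14 under every alternative tried. From the absence of a gene high on all the sugars, the paper reasons that the expression of these transporters is specifically regulated.

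**Figure D2:**
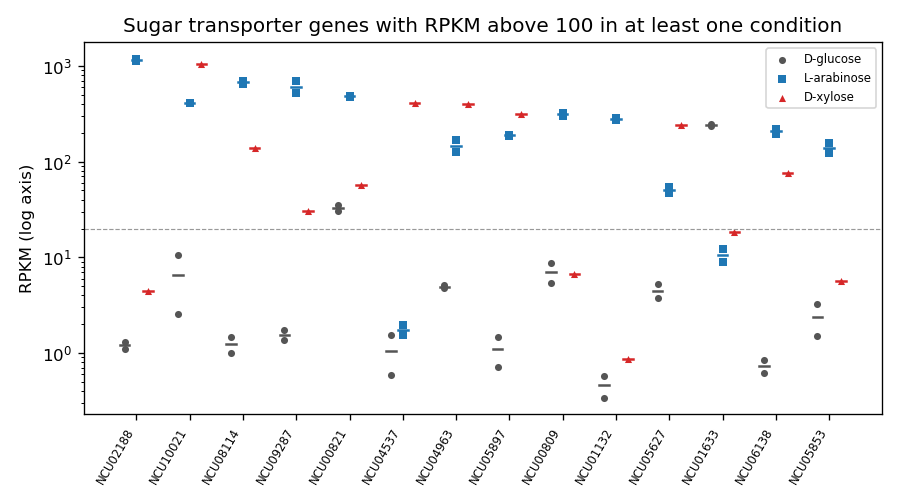
RPKM on a log axis of the 14 sugar transporter genes above 100 RPKM in at least 1 condition. Points are samples (2 on D-glucose, 2 on L-arabinose, 1 on D-xylose), short bars are condition means, and the dashed line marks 20 RPKM. NCU01633 is the only gene of the set whose D-glucose samples lie above its pentose samples.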

A total of 14 transporters showed high expression levels with RPKM values of more than 100, and none of these showed high induction on glucose and both pentose sugars, indicating their expression was very specifically regulated. 

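NCU01633 was at 242.5 ± 9.21 RPKM (SD, n = 2) on D-glucose, 10.60 ± 2.34 RPKM (SD, n = 2) on L-arabinose and 18.57 RPKM (no replicates) on D-xylose. It was called downregulated on both pentoses, with log2 fold changes of -4.81 (standard error 0.24, edgeR adjusted p = 0.0012) on L-arabinose and -3.73 (standard error 0.31, edgeR adjusted p = 0.023) on D-xylose. All 13 other genes above 100 RPKM were called upregulated on at least 1 pentose, 11 on L-arabinose and 8 on D-xylose. Their D-glucose RPKM was between 0.46 and 32.87. The L-arabinose fold change of NCU01633 was -4.87 with the replicate block (r = -0.010 for the pairing of numbers) and -5.05 without L-arabinose replicate 2.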

Only NCU01633 showed D-glucose-specific induction whereas 13 genes were specifically induced by D-xylose or L-arabinose. Based on previous publications, NCU00821 (*An25*) encodes a D-Xylose-specific transporter [9], whereas NCU00809 and NCU08114 (CDT-2) have the capability of transporting cellodextrin [32]. NCU10021 (Hgt*-*1) was identified as a glucose transporter [41]. The remaining ten transporters had not been well-characterized so far, although limited analysis has been performed on five of them; NCU04963 and NCU06138 have the capability to transport both xylose and glucose, whereas very weak xylose transportation activity was detected in a recombinant yeast strain harboring NCU02188, NCU04537 or NCU09287 [9]. We decided to test the substrates of five novel predicted transporters NCU01132, NCU01633, NCU05627, NCU05853, NCU05897, using heterologous expression of each transporter in the hexose-null yeast strain EBY.VW4000.

### GLT-1, a novel D-glucose transporter identification

Of the five engineered yeast strains expressing putative sugar transporters, only NCU01633 enabled the cells to grow efficiently on D-glucose; the recombinant strain expressing NCU05627 has very limited growth (Additional file 7: Figure S3A) and no growth could be detected of recombinant strain with NCU01132, NCU05853 and NCU05897 on D-glucose (data not shown). 

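On D-glucose, the RPKM of NCU01633 was 242.5 ± 9.21 (SD, n = 2), from 12463 and 12738 reads. The next of these genes was NCU05627, at 4.47 ± 1.04, followed by NCU05853 at 2.36 ± 1.21, NCU05897 at 1.10 ± 0.55 and NCU01132 at 0.46 ± 0.17 (each SD, n = 2). The lowest value rests on 11 and 20 reads. Leaving out D-glucose replicate 1 moved the D-xylose fold change of NCU01633 only to -3.68. The paper sets this order of expression beside the growth of the yeast strains on D-glucose.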

These results are consistent with the transcript expression results on D-glucose for these genes. We further conducted uptake assays of recombinant yeast expressing NCU01633 for D-glucose, D-xylose and L-arabinose using radioactively labeled sugars in final concentrations of 3 mM. The results showed that D-glucose uptake was two orders of magnitude higher compared to that of D-xylose with no detectable transport activity for L-arabinose (Additional file 7: Figure S3B). We conclude that NCU01633 is a D-glucose transporter of *N. crassa*, which was therefore named as D-glucose transporter 1 (GLT-1).

### Two novel pentose transporters identification and characterization

The remaining four transporter genes showed really different performances in the monosaccharide uptake assays. The recombinant yeast strains with NCU05853 or NCU05897 did not transport either pentose sugar, although they were highly induced by D-xylose or L-arabinose. 

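NCU05853 was at 139.2 ± 23.42 RPKM (SD, n = 2) on L-arabinose and 2.36 ± 1.21 RPKM (SD, n = 2) on D-glucose, a log2 fold change of 5.59 (standard error 0.45, edgeR adjusted p = 0.0032). On D-xylose it was at 5.65 RPKM (no replicates), and its log2 fold change there, 1.23 (standard error 0.47, edgeR adjusted p = 0.46), did not pass the threshold. Directly compared, its L-arabinose level was higher than that on D-xylose by a log2 fold change of 4.35 (standard error 0.58, edgeR adjusted p = 0.023). NCU05897 was called upregulated on both pentoses, at 188.9 ± 3.35 RPKM (SD, n = 2) on L-arabinose and 315.5 RPKM on D-xylose. Its log2 fold changes were 7.14 (standard error 0.45, edgeR adjusted p = 0.0016) and 8.15 (standard error 0.48, edgeR adjusted p = 0.0087). The fit with a replicate block gave L-arabinose fold changes of 5.62 for NCU05853 and 7.16 for NCU05897 (pairing by label, r = -0.010). Their largest departures, 6.24 and 7.77, came from the fit that omitted D-glucose replicate 1.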

Since both genes were also induced significantly on the Avicel condition and no carbon source condition, it suggested those two transporters were not pentose transporters and that their induction on L-arabinose might be part of the response to carbon starvation.

However, NCU01132 can transport both D-xylose and L-arabinose whereas NCU05627 transports D-xylose, and the kinetics of pentose transport by both overexpression strains were examined further. The Km value of NCU01132 for L-arabinose was 61.93 ± 17.68 mM and the corresponding Vm was 65.84 ± 11.76 μmol/h/gram dry cell weight (DCW) (Figure 4A). 

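NCU01132 transcripts were at 276.9 ± 9.68 RPKM (SD, n = 2) on L-arabinose, from 9411 and 9268 reads, and at 0.87 RPKM (no replicates) in the D-xylose sample, from 30 reads. The log2 fold change of L-arabinose against D-xylose was 8.04 (standard error 0.41, edgeR adjusted p = 0.0063). Across the fits that each dropped a replicate it stayed between 8.01 and 8.08. Against D-glucose it was 8.92 (standard error 0.31, edgeR adjusted p = 0.00065) on L-arabinose and 0.88 (standard error 0.34, edgeR adjusted p = 0.48) on D-xylose, and the replicate block gave 8.90 for L-arabinose (pairing check r = -0.010).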

However, Km and Vm for D-xylose were 18.17 ± 3.23 mM and 54.11 ± 3.83 μmol/h/gram DCW respectively (Figure 4B), which indicated the uptake activity and affinity of NCU01132 for D-xylose was higher than that for L-arabinose, despite NCU01132 showing higher transcript levels on L-arabinose. Based on these data, we conclude that NCU01132 encodes a transporter of D-xylose and L-arabinose, which was named XAT-1. For NCU05627 expressed in the EBY VW4000 strain, the cells mediated D-xylose uptake with Km and Vm values of 7.58 ± 0.60 mM and 49.61 ± 1.20 μmol/h/gram DCW respectively (Figure 4C), whereas it had an undetectable uptake rate for L-arabinose. It was therefore named xylose transporter 1 (XYT-1). Both XAT-1 (NCU01132) and XYT-1 (NCU05627) showed higher substrate affinity compared with the previously discovered D-xylose-specific transporters An25 and Xyp29 [9] and suggest these might be good candidates for engineering xylose fermentation in *S. cerevisiae* in the future.

**Figure 4:**
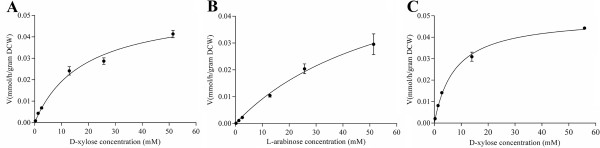
**Kinetics of xylose transporter-1 (XAT-1) for D-xylose (A) and L-arabinose (B) and the kinetics of XYL-1 for D-xylose (C).** The rate of sugar transport was determined as a function of sugar concentration. The transport rate was normalized for yeast dry cell weight (DCW). The background values determined with cells containing the empty vector were subtracted. Error bar indicates the standard deviation of the triplicates.

### HCR-1 encodes a novel transcription factor involved in regulation of hemicellulase expression on L-arabinose and xylan

In *T. reesei*, L-arabinose and D-xylose are able to induce xylanase expression, which is fully dependent on the regulator XYR1 [16]. The L-arabinofuranodiase was reduced by disruption of regulator AraR in *A. niger* on L-arabinose [18]. In our transcriptome data of *N. crassa*, there were eight hemicellulase genes significantly induced by L-arabinose (the average RPKM was 429), whereas D-xylose induced five hemicellulase genes with an average RPKM value of 199, much lower than that on L-arabinose. 

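All 8 hemicellulase genes of the set were called upregulated on L-arabinose by the edgeR quasi-likelihood test, with log2 fold changes from 6.13 to 10.56. Their mean RPKM was 344.5 ± 33.89 on L-arabinose (SD, n = 2) and 134.5 in the D-xylose sample (no replicates). The paper gives 429 RPKM for L-arabinose here, while the set was chosen by its match to the paper's 363 RPKM. On D-xylose, 5 genes were called upregulated, with a mean of 213.0 RPKM there and 452.8 RPKM on L-arabinose. In the direct comparison of the pentoses, 7 of the 8 genes were higher in both L-arabinose samples than in the D-xylose sample, and 2 of them passed the test's threshold. The exception was NCU01900, at 174.6 ± 20.79 RPKM (SD, n = 2) on L-arabinose and 366.1 RPKM on D-xylose. With the replicate block all 8 genes were called on L-arabinose (r = -0.010 between replicates of the same number), and 7 were called without L-arabinose replicate 2. Dividing by the TMM-effective library size gave a mean of 304.1 RPKM on L-arabinose. For the 5 genes called on D-xylose, it raised their D-xylose mean from 213.0 to 228.8 RPKM. The count of 7 genes uses RPKM without that division. It includes NCU07225, at 85.60 RPKM in L-arabinose replicate 1 and 79.95 RPKM on D-xylose. That order may not hold after division, as the TMM factors of these samples were 1.13 and 0.93. By the numbers of induced genes and their mean RPKM, the paper ranks the induction by D-xylose below that by L-arabinose.

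**Figure D3:**
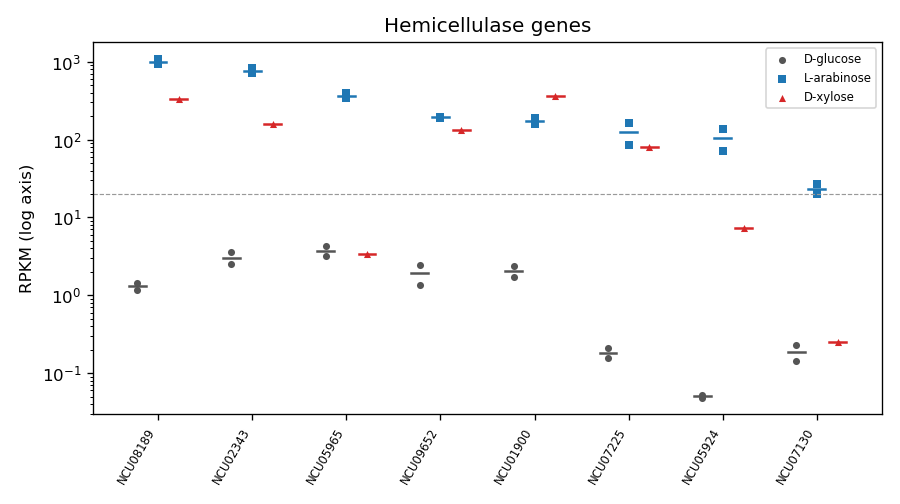
RPKM on a log axis of the 8 hemicellulase genes. Points are samples (2 on D-glucose, 2 on L-arabinose, 1 on D-xylose), short bars are condition means and the dashed line marks 20 RPKM. In 7 of the 8 genes both L-arabinose samples lie above the D-xylose sample.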

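Of the 21 transcription factor genes in Table S8, 11 were called upregulated on L-arabinose by edgeR at a raw P-value under 0.001 and 20 had an edgeR quasi-likelihood adjusted p under 0.05. All 21 were higher in both L-arabinose samples than in both D-glucose samples. The paper listed them as upregulated in these same samples, which largely fixed that direction. Their log2 fold changes ran from 1.22 to 4.85, with a median of 2.27 on L-arabinose and 0.29 on D-xylose. *xlr-1* (NCU06971) had a log2 fold change of 4.07 (standard error 0.33, edgeR adjusted p = 0.0032) on L-arabinose. On D-xylose, NCU06971 was at 18.99 RPKM (no replicates), below the threshold of 20 applied here to the 2 conditions compared. Its log2 fold change there was 4.03 (standard error 0.36, edgeR adjusted p = 0.025). NCU02142 was at 22.95 RPKM on D-xylose, with a log2 fold change of 2.32 (standard error 0.43, edgeR adjusted p = 0.14). It did not pass the P-value threshold in this comparison of 1 sample with 2. With the RPKM threshold applied to any of the 3 conditions, 1 of NCU06971 and NCU02142 was called on D-xylose. Of the listed genes, 10 were called on L-arabinose with the replicate block (pairing by number, r = -0.010), 5 without L-arabinose replicate 2, and 21 by the Wald test of DESeq2.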

Impressively, there were 21 transcription factors significantly upregulated (*P*-value <0.001 and RPKM values >20) during L-arabinose growth, including *xlr-1* and *clr-1* (Additional file 8: Table S8), whereas only two (NCU06971, *xyr-1*; NCU02142) showed differential expression levels on D-xylose (using the expression on the D-glucose condition as reference). In order to test whether any of those transcription factors were involved in the regulation of hemicellulase expression upon L-arabinose, we checked the relative expression levels of seven classical hemicellulase genes in deletion mutants of these transcription factors versus WT strains exposed to L-arabinose. Of 21 L-arabinose-induced transcription factors, 19 were available in the Fungal Genetics Stock Center (FGSC) as knock-outs, and were tested using the *cre-1* and *clr-2* mutants as reference. The strains were pre-grown on D-glucose for 16 h, washed and then transferred into 2% L-arabinose for an additional 4 h before the transcript levels of hemicellulase genes were assessed by quantitative real-time PCR. Expression of the seven hemicellulase genes showed up- or downregulation in multiple transcription factor mutants (Figure 5 and Additional file 8: Table S9). However, the expression pattern in mutants of NCU05064 was particular interesting. Transcripts of all seven tested hemicellulase genes showed significant increases in the NCU05064 deletion strain, with increases comparable to the *cre-1* mutant. The data suggest the NCU05064 might be a novel hemicellulase expression suppressor. In order to test our hypothesis, we further checked the hemicellulase expression in mutants of NCU05064 on xylan and Avicel with the *cre-1* mutant strain as the reference. Although the biomass growth of the mutant was similar to that of the WT strain (Additional file 9: Figure S4), the secreted protein and hemicellulase/xylanase activity showed obvious increases in the NCU05064 knock out strain in both conditions, with changes comparable to the *cre-1* deletion strain (Figure 6). However, the cellulase activity (endoglucanase) was not affected significantly in this mutant. Together, the results suggest that we have identified a novel hemicellulase regulator, which was named HCR-1. The detailed regulatory network of HCR-1 will be addressed in future.

**Figure 5:**
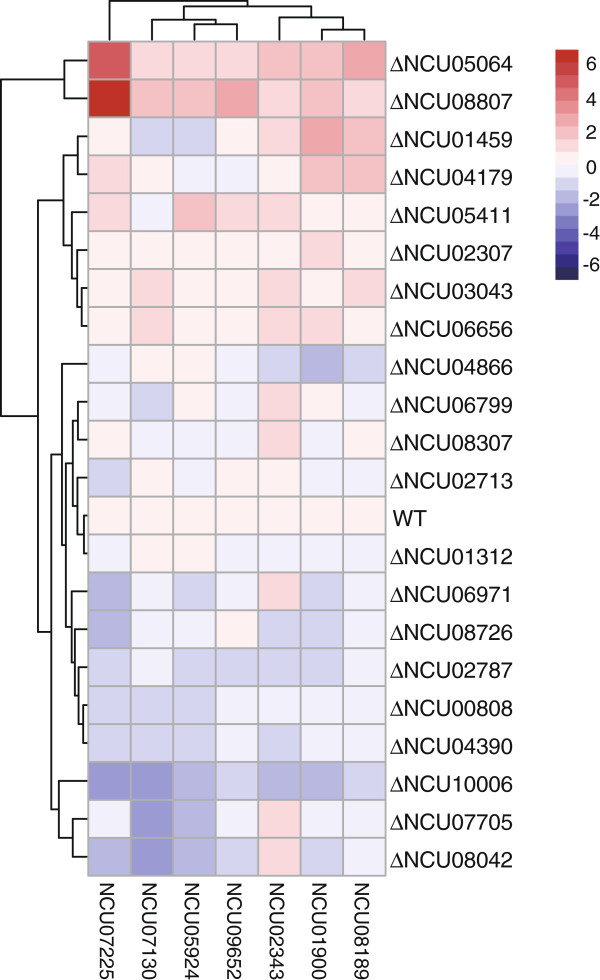
**Hierarchical cluster analysis of relative transcript levels of hemicellulase genes in the transcription factor deletion strains versus the wild-type strain monitored by quantitive real time-PCR after exposure to L-arabinose for 4 h.** Data are shown as a heat map with the following color code of relative expression values (navy: 6; white: 0; firebrick: -6; numbers indicate the log2 of the relative expression level, n = 2). Strains were precultured in 2% D-glucose for 16 h, washed, and transferred into minimal medium with 2% L-arabinose for an additional 4 h. Transcript levels of hemicellulase coding genes were assessed relative to those in the wild-type strain within each experiment. The experiment used actin as the internal standard. The values given in the figures are the means of three independent experiments.

**Figure 6:**
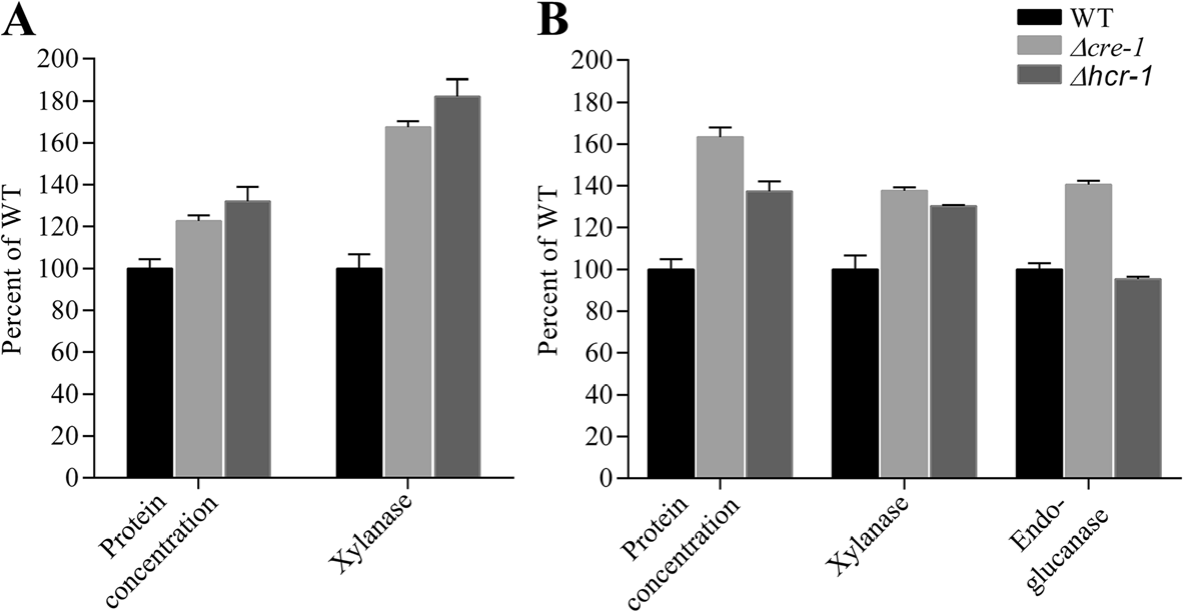
**Protein concentration, xylanase activity and endoglucanase activity of culture filters from *N. crassa *wild-type (WT), **Δ***hcr-1 *and** Δ***cre-1 *strains cultivated at 25°C for 7 days on 2% beechwood xylan (A) and 2% Avicel (B).** The biomass production was similar in the WT and the Δ*hcr-1* mutant on both conditions.

### L-arabitol induces hemicellulase genes more efficiently than L-arabinose in *N. crassa*

Hemicellulase genes show higher expression on L-arabitol than that on L-arabinose in *T. reesei*[42]. In order to assess whether xylanase induction by L-arabitol is more efficient than by L-arabinose in *N. crassa*, quantitative RT-qPCR was performed (Figure 7). Six of seven tested hemicellulase genes showing higher expression levels induced by L-arabitol than L-arabinose, except NCU07130 (Endo-beta-1,4-xylanase, GH10). This result suggests that L-arabitol is the better inducer in both *T. reesei* and *N. crassa* and that this preference might be conserved in other filamentous fungi. Since L-arabitol was formed from L-arabinose via D-xylose reductase in filamentous fungi, we performed the same assay in the *xr* (NCU08384, D-xylose reductase) deletion strain. The results showed that the hemicellulase genes were induced much less than WT, but still could be induced significantly. These data suggest that for hemicellulases in *N. crassa*, there is an alternative way for hemicellulase induction from L-arabinose rather than through D-xylose reductase in *N. crassa*.

**Figure 7:**
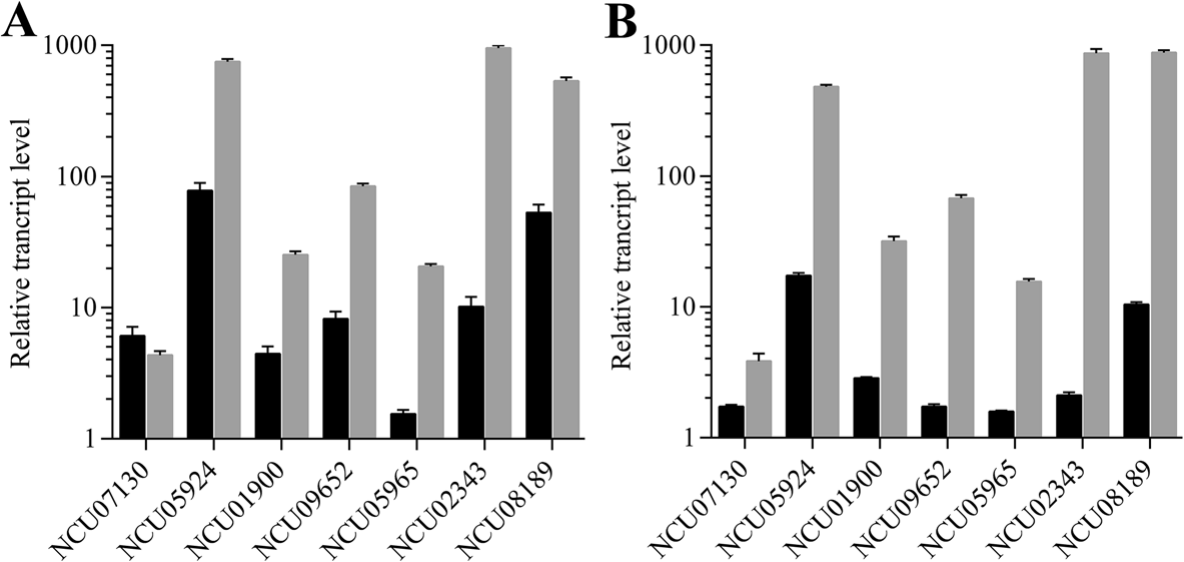
**The transcript levels of hemicelluloses induced by L-arabinose and L-arabitol in *N. crassa *wild-type stain (A) and *xr *deletion (B) strain.** The wild-type strain and *xr* mutant strain were precultured in Vogels’ minimal medium with 2% D-glucose for 16 h, washed and transferred to minimal medium supplemented with 2% L-arabinose or 2% L-arabitol for an additional 4 h. The expression levels of hemicellulase genes were monitored by quantiative real time-PCR, after growth on L-arabinose (light grey bars), or L-arabitol (light black bars). Transcript levels were assessed relative to gene expression in minimal medium with 2% D-glucose within each experiment. The experiment used actin as the internal standard. The values shown are the means of three independent experiments.

## Discussion

The utilization of all three sugars, D-glucose, D-xylose and L-arabinose is essential for the economical conversion of plant biomass into fuels and chemicals. A variety of filamentous fungi can grow on pentose, including *N. crassa*. The pentose-utilization fungal genomes are a good resource for mining novel gene elements, such as D-xylose transporters for D-xylose fermentation metabolic engineering in *S. cerevisiae*. As important industrial microbes, the improvement of filamentous fungi through metabolic engineering attracts more and more interest, including the production of enzymes and chemicals using pentose sugars as the sole carbon source and inducers [43,44]. Both demands require a deep understanding of the pentose utilization pathway in filamentous fungi, not only for D-xylose but also for L-arabinose. Compared with what has been known about D-xylose utilization and the genome-wide analysis of microbe responses to it [4,6-8,14], very little is known about that of the L-arabinose. The transcriptome analysis of filamentous fungi on L-arabinose has not been reported, to our knowledge. Taking advantage of *N. crassa* as a model organism and the RNA-seq technique, the transcriptome of the fungus cell grown on D-xylose, L-arabinose or D-glucose were analyzed. Although only two extra genes are theoretically needed for L-arabinose metabolism compared to the D-xylose, the genome-wide response to L-arabinose was dramatically different to that for D-xylose in *N. crassa*. 

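Compared with D-glucose, 582 genes were called changed on L-arabinose and 74 on D-xylose by edgeR, of which 46 were called on both sugars in the same direction. Between the pentoses themselves, 256 genes were called. By DESeq2's Wald test, the numbers were 1658 and 170 against D-glucose and 991 between the pentoses. The fit with the replicate block gave 486 on L-arabinose, with a pairing check of r = -0.010, and none could be made for the 1 D-xylose sample. The genes of the added steps on L-arabinose were *lad* (NCU00643), at 313.8 ± 19.76 RPKM (SD, n = 2) on L-arabinose and 24.19 RPKM (no replicates) on D-xylose, and *lxr* (NCU09041), at 82.23 ± 8.79 CPM (SD, n = 2) and 50.85 CPM. The paper contrasts this small difference in the pathway with the difference in the genome-wide response.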

In addition, 50 CAZy genes showed highly and significantly increased expression levels on L-arabinose compared to those on D-glucose, including 8 of the 19 predicted hemicellulase genes with an average RPKM value of 363. 

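The 50 listed CAZy genes were chosen by the paper as induced in these same samples, which largely fixed their direction. All 50 were higher in both L-arabinose samples than in both D-glucose samples. The edgeR test called 43 upregulated (43 with the replicate block, r = -0.010 for the pairing). DESeq2's Wald test called 49. The 8 hemicellulase genes among them had a mean of 344.5 ± 33.89 RPKM on L-arabinose (SD, n = 2). They were chosen by the match of their Table S6 mean to the paper's 363 RPKM, so this mean is no independent check. Their mean in the D-xylose sample was 134.5 RPKM.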

It has been reported that L-arabinose is very good inducer of xylanase production in *T. reesei* Rut C-30 and that the highest total xylanase activities were achieved when cells use L-arabinose as the main carbon source compared to the xylose [45,46]. However, the expression of some pentose phosphate pathway and TCA cycle genes were downregulated, while the genes involved in sugar transport, polysaccharide metabolism and lipid, fatty acid metabolism were significantly upregulated on L-arabinose. From the present study, L-arabinose has a really different impact on *Neurospora crassa* compared with D-xylose. It may not only serve as a less-desired carbon source, but might also be a signal molecule, which could rewire the whole metabolic pathway and provoke much wider and deeper transcriptional response than that of D-xylose in this fungus. Although the fungus response to L-arabinose had significant overlap with carbon starvation (no carbon condition) [34], especially the downregulated genes, there were significant differences and a wider range of gene induction was found by L-arabinose compared to carbon starvation, particularly the sugar transporters, hemicellulase genes and transcription factors. Whether this response is conserved in other filamentous fungi, such as *Trichoderma* and *Aspergilli*, needs transcriptome data on L-arabinose for those fungi.

Sugar transporters are a critical component of the sugar metabolic pathway. Based on our transcriptome data, surprising numbers of sugar transported were induced by L-arabinose, much more than D-xylose, D-glucose and even Avicel and xylan. 

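Of the 39 putative sugar transporter genes, 17 were called upregulated on L-arabinose and 9 on D-xylose relative to D-glucose, and 1 was called downregulated on each. A mean RPKM of at least 20 was reached by 24 genes on L-arabinose, 14 on D-xylose and 6 on D-glucose. The D-glucose number was 5 when either D-glucose replicate was left out. Cultures on Avicel and xylan are not among the samples analysed here.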

This difference cannot be explained as carbon starvation, as multiple sugar transporters were expressed much more highly in L-arabinose than that in the no carbon condition. A wide variety of sugar transporters, including those for the polysaccharide celludextrin, xylose, and even glucose transporters all were provoked, which clearly suggests that L-arabinose might be a pivotal signal for sugar sensing and metabolism in *N. crassa* in the natural environment for plant biomass degradation. In addition, the transcriptome data of the fungus upon three monosaccharides generated in the present study provide good resources to identify novel sugar transporters. The GLT-1, XAT-1, XYT-1 for D-glucose transporter, D-xylose transport and L-arabinose transport are examples that were characterized further here. During this manuscript preparation, the NCU02188 was identified as L-arabinose transporter [33], consistent with our expression data, which showed that LAT-1 was the highest transcribed gene in *N. crassa* on L-arabinose. 

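NCU02188 (LAT-1) was at 1148.5 ± 36.53 RPKM (SD, n = 2) on L-arabinose, 4.43 RPKM (no replicates) on D-xylose and 1.20 ± 0.16 RPKM (SD, n = 2) on D-glucose, with a log2 fold change against D-glucose of 9.60 (standard error 0.26, edgeR adjusted p = 0.00062). With the replicate block it was 9.56 (pairing check r = -0.010), and it was 9.73 without D-glucose replicate 2. It had the highest mean RPKM on L-arabinose of the 39 sugar transporter genes, ahead of *cdt-2* at 674.0 RPKM. Among the 2824 genes with a length known here, it ranked 21 by RPKM in both L-arabinose samples. By reads among all loci it ranked 25 in replicate 1 and 24 in replicate 2. The paper sets this expression beside the identification of NCU02188 as an L-arabinose transporter.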

Our preliminary results have shown that the recombinant yeast strain with LAT-1 does complement growth of EBY.VW4000 strain on D-glucose, indicating this protein can transport D-glucose also. However, the L-arabinose uptake rate was much higher than that of D-glucose (Additional file 7: Figure S3). Thus, LAT-1, with the other two pentose transporters identified in present study, XAT-1 and XYT-1, were good candidates for pentose fermentation yeast engineering in the future.

L-arabitol is known to induce the expression of xylanases more efficiently than L-arabinose in *T. reesei*[42]. This preference is conserved based on our data, with L-arabitol also showing better xylanase induction than L-arabinose in *N. crassa*. However, we still see some induction by L-arabinose in the deletion strain of D-xylose reductase (NCU08384), which should be unable to convert L-arabinose to L-arabitol, suggesting that either L-arabinose itself or its derivatives other than L-arabitol can also induce the hemicellulases in *N. crassa*. A similar observation has been reported in *T. reesei*[47]. There were 21 transcription factors with high expression values that were upregulated in L-arabinose conditions. 

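On L-arabinose, the 21 listed genes had a median of 50.25 RPKM, against 8.48 on D-glucose and 12.16 on D-xylose, and all 21 were above 20 RPKM on L-arabinose. *hcr-1* (NCU05064) was at 46.13 ± 2.64 RPKM (SD, n = 2) on L-arabinose, 13.86 ± 3.27 RPKM (SD, n = 2) on D-glucose and 11.57 RPKM (no replicates) on D-xylose. Its log2 fold change on L-arabinose was 1.44 (standard error 0.22, edgeR adjusted p = 0.012), which did not pass the raw P-value threshold. The fit with the replicate block put it at 1.42 (r = -0.010 for the pairing), and leaving out D-glucose replicate 1 put it at 1.71.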

Taking advantage of the stock of the gene knock outs, a novel C2H2 family transcription factor (NCU05064 named as HCR-1) was shown to be involved in hemicellulase regulation by both L-arabinose and xylan. Interestingly, after the deletion of *hcr-1*, the secreted protein and xylanase activity were increased, compared to the WT strain, but the endoglucanase activity was similar to the WT strain after 7 days on the Avicel condition (Additional file 6: Figure S2). These results suggest that HCR-1 is a hemicellulase-specific regulator. Through phylogenetic analysis, the HCR-1 homologues were found in a variety of cellulolytic fungi (Additional file 10: Figure S5), suggesting that the roles of the HCR-1 might be conserved in fungi. The detailed mechanism and the regulatory network of HCR-1 need more experiments in the future, for example, to determine whether HCR-1 has any interactions with the known ligonocellulase regulators, such as XLR-1(NCU06971), CRE-1, CLR-1, CLR-2, and so on.

The transcriptome comparison analysis in the present study provides a first glimpse of the genome-wide profiles of *N*. on L-arabinose, and is also the first transcriptional profile comparison of fungi grown on the three most abundant lignocelluloses monosaccharides. The identification of a large L-arabinose regulon in present study sheds much light on the molecular basis of filamentous fungi response to this pentose. Finally, a group of novel sugar transporters, especially two novel pentose transporters identified from the present study, would be helpful in the future to manipulate for hexose-pentose co-fermentation engineering in industrial microbes, such as *Saccharomyces cerevisiae.*

## Conclusions

This study provides the first transcriptomic comparison analysis of *N. crassa* exposed to L-arabinose versus D-xylose and D-glucose. The dramatic differences of gene expression profiles were found in *N. crassa* exposed to D-xylose and L-arabinose. The much deeper and wider response to L-arabinose was detected in this fungus. The present study deepens the understanding of the utilization of L-arabinose and D-xylose in filamentous fungi, and has discovered novel sugar transporters (GLT-1, XAT-1 and XYT-1) and a hemicellulases regulator (HCR-1) that are good targets for metabolic engineering in both yeast and filamentous fungi for enzymes and cellulosic biofuels production.

## Methods

### Strains and growth conditions

The *N. crassa* WT strain (FGSC2489) and all gene deletion strains were obtained from FGSC and the mutants were confirmed by PCR with a specific primer for the target gene and a common primer for the hygromycin cassette. The strains were cultivated in slant culture medium with Vogel’s minimal medium [48] supplemented with 2% sucrose (Amresco, Solon, USA) at 28°C under constant light.

For transcriptome analysis (RNA-Seq), 10^8^ conidia from 10-day-old slants were collected and inoculated into 100 ml media (1 × Vogel’s salts with 2% carbon source (D-glucose, D-xylose or L-arabinose) in 250-ml flask, then grown for 16 to 26 h at 25°C, with shaking at 200 rpm under constant light. Mycelia were harvested by vacuum filtration with Whatman filter paper, frozen immediately in liquid nitrogen and stored at -80°C for RNA extraction.

In the transfer experiment, all the strains were pre-grown for 16 h on 2% glucose and transferred to Vogel’s salt supplemented with appropriate sugar as the sole carbon source, except for sugar preference analysis in Figure 1A-C, in which mixed sugars of two monosaccharides were used as carbon sources after mycelia transferring. For RT-qPCR analysis, the transferred mycelium was incubated for additional 4 h at 25°C under constant light, before harvested, frozen in liquid nitrogen and stored at -80°C. D-glucose, D-xylose and L-arabinose were purchased from Sigma-Aldrich (St Louis, MO, USA).

*S. cerevisiae* EBY.VW4000 [49] was cultured in YPM medium (1% yeast extract, 2% peptone and 2% maltose) at 30°C and shaken at 250 rpm for aerobic growth. *S. cerevisiae* strains harboring plasmids were grown in synthetic drop-out medium (0.67% yeast nitrogen base, 0.2% amino acid drop out mix and 2% maltose), supplemented with amino acids except the nutrient of the plasmid marker. *Escherichia coli* DH5α was used for plasmid amplification and vector construction and cultivated in Luria-Bertani medium with antibiotics according to plasmid selection.

### RNA extraction

Total RNA from frozen samples was isolated using Zirconia/Silica beads (0.5 mm diameter; Biospec) and a MiniBeadbeater (Biospec, Bartlesville, USA) with 1 mL TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. An additional clean-up was performed to eliminate genomic DNA contamination using the RNeasy mini kit (Qiagen, Hilden, Germany), according to the manufacturer’s RNA clear-up instructions. Nanodrop and agarose gel electrophoresis were used to check RNA integrity and concentration [50].

### RNA sequencing and data analysis

The purified RNA samples, with RIN (RNA Integrity Number) over 8.0, determined by Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbroon, Germany), from mycelia cultivated with D-glucose, L-arabinose or D-xylose as the sole carbon source were sequenced at Beijing Genomics Institute (Shenzhen, China), who constructed their digital gene expression libraries and sequenced by means of Illumina HiSeq™ 2000 platform to obtain the expression libraries of 49-nt read length. Prior to analyzing the data, the quality of raw sequencing reads was checked by the FastQC tool (v0.10.0) [51] and low quality and dirty reads with sequence adaptors, more than 20% QA <25 bases or 'N’ bases were removed using NGSQCToolkit (v2.3) [52].

The clean reads were mapped against predicted transcripts from the *N. crassa* OR74A genome [53] (version 12) with less than two-base mismatching, using Tophat (version 2.0.8b) [54]. The alignment results were stored in SAM format files for subsequent analysis. The counts of reads that uniquely mapped to only one gene were calculated for each gene by HTseq-count (http://www-huber.embl.de/users/anders/HTSeq) using SAM files and genome annotation as input. The normalized expression values for each gene were calculated by the number of uniquely mapped RPKM and those genes having RPKM values more than 20 were defined as the highly expressed genes [28]. Independent duplicate cultures were sampled and inter-sample correlation comparison was analyzed for *N. crassa* on D-glucose and L-arabinose (Spearman correlation coefficient >0.9 and *P*-value <0.001, see Additional file 2: Figure S1). Differential expression gene was determined by DESeq package (v1.5.1) [27] with raw counts of reads mapping to unique genes as input. The transcript levels of genes having a *P*-value of less than 0.001 in the L-arabinose or D-xylose sample compared to that in the D-glucose sample, were considered as showing significant differential expression. Profiling data are listed in Additional file 1: Table S1 and the sequence data produced in this study can be accessed [GEO: GSE51091]. The RNA-seq data of *N. crassa* cultivated on medium for 4 h with no carbon source was downloaded from the GEO database [GEO: GSE35227] generated in previous study [34].

### Quantitative real time-PCR

Quantitative PCR was performed using a CFX96 real-time PCR detection system (Bio-Rad, Hercules, USA) with reagents from TOYOBO (One-step qPCR Kit, OSAKA, Japan). The PCR reaction mixture (20 μl) with three replicates included 75 ng template RNA, 0.4 μM primers and 10 μl RNA-direct SYBR® Green Realtime PCR Master Mix, according to the manufacturer’s instruction. The relative transcript level of each gene was calculated by method of 2^-ΔΔCt^ with its expression in the WT as the control and the expression of actin (NCU04173) as an internal standard.

### Plasmid and strain construction

RNA samples from *N. crassa* mycelia were reverse transcribed and used as the template for amplification of genes encoding putative pentose transporters. The plasmid pRS426 with phosphoglycerate kinase-1 promotor, green fluorescent protein open reading frame and CYC1 terminator was used as the shuttle vector. The putative sugar transporter genes were amplified, cloned into the shuttle vector and then transformed into *E. coli* DH5α and plated on LB medium containing 100 mg/L ampicillin. Single colonies of transformants were cultured in LB liquid medium supplemented with 100 mg/L ampicillin and plasmids was checked by PCR and restriction digestion, after extraction from transformants. All target genes cloned into shuttle vectors were sequenced to verify the authenticity of the plasmid construction and yeast transformations were performed as described previously [55].

### Sugar uptake analyses

Sugar transport assays were performed using a modification of the method described previously [9,56]. In order to determinate the uptake kinetics of L-arabinose and D-xylose, an aliquot (100 μl) of yeast strains with an optical density (600 nm) of 50 was suspended in 100 mM Tris-citrate buffer at pH 5.0 was incubated at 30°C for 5 minutes, mixed with 50 μl of a sugar solution containing (1-^3^H)-labeled L-arabinose or (U-^14^C)-labeled D-xylose (American Radiolabeled Chemicals Inc., St Louis, MO, USA) for 2 minutes at 30°C and 1 ml ice-cold water was added to stop the reaction. After centrifugation (10,000 rpm, 1 minute), the cells were washed three times with ice-cold water, mixed with 1 ml 1 M NaOH and then transferred to 5 ml of scintillation cocktail (Thermo scientific). The radioactivity was measured by scintillation counter (Tri-Carb 2910TR Liquid Scintillation Analyzer, PerkinElmer, US). An aliquot of 300 μl of each yeast strain was dried at 80°C for determining the DCW. The results shown were the average results of at least two independent experiments.

### Enzyme activity measurements

The strains were cultured at 1 × Vogel’s salts with 2% carbon sources at 25°C for 7 days under constant light. Total secreted protein in supernatants was determined by using a Bio-Rad DC protein assay kit (Bio-Rad, Hercules, USA). Endoxylanase activity in culture supernatants of *N. crassa* strains grown on 2% beechwood xylan (Beechwood, Sigma, St Louis, MO, USA) or Avicel (PH 101, Fluka, St Louis, MO, USA) medium for 4 days and 7 days was measured, according to the method described previously [8]. Endoglucanase activity on azo-carboxymethyl cellulose (azo-CMC) in culture supernatants of *N. crassa* exposed to Avicel was determined via the azo-cm-cellulose assay kit (Megazyme; S-ACMC, Bray, Co. Wicklow, Ireland), in accordance with the manufacturer’s directions.

### Phylogenetic analysis

Putative orthologs to HCR-1 in selected fungal species were identified as best reciprocal BLAST hits from the National Center for Biotechnology Institute (NCBI) protein database. The phylogenetic trees were inferred using the Neighbor-Joining method. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances. The evolutionary distances were computed using the Poisson correction method and evolutionary analyses were conducted in MEGA5. The strains and NCBI accession numbers used in each tree were as follows: *Aspergillus terreus* NIH2624 (XP_001213684.1), *Aspergillus fumigatus* A1163 (EDP52766.1), *Aspergillus oryzae* RIB40 (XP_001818207.1), *Trichoderma reesei* QM6a (EGR48170.1), *Aspergillus niger* ATCC 1015 (EHA21959.1), *Trichoderma virens* Gv29-8 (EHK19061.1), *Trichoderma atroviride* IMI 206040 (EHK39892.1) *Myceliophthora thermophila* ATCC 42464 (XP_003665650.1), *Thielavia terrestris* NRRL 8126 (XP_003653833.1), *Penicillium digitatum* Pd1 (EKV06812.1) and *Penicillium oxalicum* 114-2 (EPS30056.1).

## Abbreviations

CAZy: Carbohydrate Activity Enzyme database; DCW: dry cell weight; FGSC: Fungal Genetics Stock Center; HRC-1: hemicellulase regulator-1; MFS: major facilitator superfamily; NADH: nicotinamide adenine dinucleotide, reduced; NADPH: nicotinamide adenine dinucleotide phosphate, reduced; RPKM: reads per kilobase of exon model per million mapped reads; TCA cycle: tricarboxylic acid cycle; XR: D-xylose reductase; XDH: xylitol dehydrogenase; LAD: L-arabitol dehydrogenase; LXR: L-xylulose reductase; XKS: xylulokinase.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JL, CT and YM designed the project; JL, LL and HL carried out the experiments; JL, LL, HL, CT and YM wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 The profiles of RNA-seq reads mapped to the genome of *N. crassa* and differential expression analysis. Click here for file

Additional file 2: Figure S1 Correlation comparison between biological replicates under D-glucose **(A)** and L-arabinose **(B)** conditions. Normalized reads per kilobase of exon model per million mapped reads (RPKM) values used and spearman correlation coefficients (*r*) and *P*-values were calculated. Click here for file

Additional file 3: Table S2 Hierarchical clustering of genes with reads per kilobase of exon model per million mapped reads (RPKM) values >20 and showing significantly differential expression in *N. crassa* when grown on L-arabinose or D-xylose compared to that on D-glucose. Table S3 functional category analysis (FunCat) of genes grouped into cluster 1. Table S4 Functional category analysis (FunCat) of genes grouped into cluster 2. Table S5 functional category analysis (FunCat) of genes grouped into cluster 3. *P*-values highlighted in yellow indicate functional categories that were significantly enriched compared to the whole genome. Click here for file

Additional file 4: Table S6 The expression of Carbohydrate Activity Enzyme database (CAZy) genes significantly induced by L-arabinose. Click here for file

Additional file 5: Figure S2 Venn diagram of comparison of transcriptomes of *N. crassa* responsing to L-arabinose and no carbon source with that on D-glucose as the control. **(A)** Genes that showed increased expression under L-arabinose and/or no carbon conditions, compared to that on D-glucose. **(B)** Genes that showed decreased expression under L-arabinose and/or no carbon conditions. Click here for file

Additional file 6: Table S7 The genes showing up- or downregulated expression in *N.crassa* under L-arabinose and/or no carbon condition. Click here for file

Additional file 7: Figure S3 **(A)** Growth properties of recombinant *S. cerevisiae* EBY.VW4000 strains expressing different sugar transporter (GLT-1, LAT-1 and XYT-1) on D-glucose. Cells were spotted in serial dilutions on synthetic complete medium agar plates with 2% D-glucose. Cells transformed with the empty vector pRS426 served as a negative control. **(B)** Initial rates of sugar uptake of *S. cerevisiae* EBY.VW4000 expressing *glt-1* or *lat-1*. Pre-cultivated cells were incubated with radioactively labeled sugars (3 mM D-glucose, 3 mM D-xylose or 3 mM L-arabinose) for 2 min. The background values determined with cells containing the empty vector were subtracted. Click here for file

Additional file 8: Table S8 The expression levels of transcription factors showing significantly upregulated levels on L-arabinose. Table S9 Hemicellulase gene expression levels of the transcription factor deletion strains monitored by RT-PCR versus the wild-type strain when exposed to L-arabinose for 4 h. Click here for file

Additional file 9: Figure S4 Biomass production of wild-type (wt) and Δ*hcr-1* mutant. 10^8^ conidia from 10-day-old slants were collected and inoculated into 100 ml media (1 × Vogel’s salts with 2% carbon source (Avicel or xylan) in a 250-ml flask, then grown for 7 days at 25°C, with shaking at 200 rpm under constant light. Click here for file

Additional file 10: Figure S5 Neighbor-joining tree of HCR-1 homologs in filamentous fungi. The tree was generated by the MEGA5 program using neighbor joining with bootstrap = 1,000 (NCBI accession numbers of genes are given in the Methods). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

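RNA of *N. crassa* was sequenced from 5 samples, of which 2 were grown on D-glucose, 2 on L-arabinose and 1 on D-xylose. According to their Methods, the authors checked and trimmed the reads with FastQC and NGSQCToolkit, mapped them to the genome with Tophat and counted with HTSeq the reads that mapped uniquely to each locus. The deposited values are these raw counts, 1 number per locus and sample, with no normalization or filter, for 9730 loci. For the 1996 genes of Table S1 available here, the reads printed there were checked against the deposited counts and were identical in all 5 samples.

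The authors also made RPKM values, which appear in the paper's tables but not in the files, so RPKM was computed here from the counts. The total of each sample was the sum of its counts. No annotation with exon lengths was used here. The length of a gene was taken as the one implied by the reads and RPKM that the tables give, with Table S1 used for 1967 genes, Table S8 for 17, Table S2 for 827 and Table 2 for 13. The other 6906 loci were given the median length of the Table S1 genes, 2154 bases. With that median in place of their own length, 10.52% of the Table S1 genes would fall on the other side of 20 RPKM by the higher of their L-arabinose and D-glucose means. Of the 582 genes called on L-arabinose, 558 had a known length.

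Differential expression was tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) on the counts of all 5 samples, with a coefficient for each carbon source, TMM normalization, the filterByExpr filter on condition and the quasi-likelihood F test. The filter left 8389 genes, and the fit had 2 residual degrees of freedom and a common biological coefficient of variation of 0.26. The comparisons were L-arabinose with D-glucose, D-xylose with D-glucose, and L-arabinose with D-xylose. The D-xylose comparisons take their measure of spread from the duplicates of the other conditions. A gene was called changed at a raw P-value under 0.001 with a mean RPKM above 20 in at least 1 of the conditions compared. The cutoffs are those of the paper, but the paper asks for the RPKM in at least 1 condition. That wording can also mean any of the 3 conditions, which was tried as an alternative after seeing the data. Standard errors of log2 fold changes were derived as the size of the fold change divided by the square root of F, and adjusted p-values follow Benjamini and Hochberg over the genes tested. With 2 samples against 2, the smallest p that an exact permutation test can give is 0.33, so no such test was made for the values of individual genes.

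The workflow was tested on simulated data. Of 200 genes made to change, edgeR recovered 90.5% and called 0.111% of the unchanged genes, and DESeq2 1.42.0 recovered 91.5%. The made counts had the same spread in every gene and condition, and only genes with many reads were changed. In the real data the D-glucose duplicates differed more than the L-arabinose ones, and D-xylose has no duplicate. These rates therefore do not carry over to the real data. The clustering placed 100% of 400 made genes in the group they were made for. Summaries, correlations, clustering and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Intervals of the correlations are from 200 bootstrap draws of genes with a fixed seed. Clusters were made by complete linkage on Euclidean distances of the condition means, scaled within each gene, and cut into 4 groups.

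The totals counted on genes ran from 19283168 to 20927680 reads per sample. A share of the reads resting on 3 reads, the smallest counted as seen, was 1.43e-05% to 1.56e-05% of a sample, and confidence intervals of shares are Wilson intervals.

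The L-arabinose and D-glucose samples carry the replicate numbers 1 and 2, which the labels alone relate to each other. A fit of these samples with the replicate number as a block was made beside the main one. As a check of the pairing, the deviations of the samples from their condition means were correlated across 7507 genes, with a Pearson r of -0.010 between samples of the same number and 0.010 between samples of different numbers. With 2 conditions of 2 samples these coefficients are opposite by construction, and a value near 0 gives no sign of shared preparation.

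The alternatives tried were the Wald test of DESeq2, DESeq2's size factors in edgeR, no filter on low counts, an adjusted P-value under 0.05 in place of the raw threshold, no RPKM threshold, a fold change of at least 2 as a further condition, a fit of only the conditions compared, the replicate block, and fits without each replicate. For RPKM values, TMM-effective library sizes, a threshold in every replicate and the median over genes were tried, and for clusters a log scale, average linkage and log2 ratios. The genes named in the text were chosen by a rule written before the files arrived. They are every gene the paper names in a sentence on these data, the genes of Table 2, and for each pentose against D-glucose the 5 genes with the largest log2 fold change in each direction among those called and changed the same way in every pair of samples.

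Expression without a carbon source, on Avicel, on xylan or in mutants was left out, as those values are not in the files analysed here. Growth, transport and enzyme measurements were left out for the same reason. Reads shared between paralogs, GC bias and sequencing batches could not be examined from counts of uniquely mapped reads.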

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

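The rodlet protein gene NCU08457, which the paper lists among the changed genes but does not discuss, took a mean of 7.57% of all reads of the 2 L-arabinose samples. It was flagged as a signal outside the genes the paper discusses. Its share was 7.195% (95% interval 7.184 to 7.207) and 7.940% (7.928 to 7.952) in the L-arabinose samples, 0.0132% and 0.0086% in the D-glucose samples and 0.0106% in the D-xylose sample, and it had the highest RPKM on L-arabinose of the genes with a known length. If 1 library were the source, the shares would differ more than 10 times, but their ratio was 1.10. The 6 other genes that Table S2 annotates with conidiation or as fluffy were also higher in both L-arabinose samples than in each other sample (6 of 6), and together took 0.157% and 0.180% of the L-arabinose reads. A candidate explanation is that part of the L-arabinose cultures had begun to conidiate. Because that table lists only genes called changed, the count of 6 genes cannot separate this explanation from others. Both predictions were written after the shares had been seen. Reads shared between paralogs, differences between sequencing batches and the spread of culture times could not be examined, so the pattern cannot be told apart from them, and no biological explanation can be called established.

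The direct comparison of L-arabinose with D-xylose, which the paper does not report, called 256 genes and was flagged as a result outside those the paper gives. The set held 160 genes higher and 96 lower on L-arabinose. The technical explanations tested concern the wider response on L-arabinose against D-glucose. For the number of samples, fits with 1 L-arabinose sample still called at least 4.825 times as many genes on L-arabinose as on D-xylose. For a few genes taking many reads, removal of the 20 genes of highest share left 567 genes called on L-arabinose, against 582 with them. The calls thus did not rest on these genes themselves. TMM was already applied in the main fit, so this test cannot decide whether their share of the reads shifted the other genes. For library size, thinning every sample to 10000000 reads gave 570 and 71 genes, a ratio of 8.03. The totals were already close before thinning, at 19283168 to 20927680 reads, so thinning had little difference to remove and library size little to explain. These 3 predictions were written before the tests. The ratio was 7.86 in the main fit, so the number of samples may account for part of the difference, though not all. Library size did not account for it. A difference in culture time within the stated range, a sequencing batch and a D-xylose culture unlike its missing duplicate remain open, so the difference between the pentoses may still reflect the individual cultures.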

How the results depend on the processing

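The thresholds, the tests, the named genes and all alternatives except 4 were chosen before the processed files arrived. The 4 chosen after seeing the data are the 25th and the 75th percentile length for genes without a length, an RPKM above 20 in any of the 3 conditions, and correlations over genes with a known length only. Of 22 results at the claims, 7 stayed within the limits set for them under every alternative, and 150 of the 231 values under an alternative did so. The limit was 1.5 times for a count and the spread between replicates for another value. The results that stayed within it were the 4 counts of sugar transporters past an RPKM threshold, the CAZy genes upregulated on L-arabinose and the hemicellulase genes upregulated on L-arabinose and on D-xylose. For the D-xylose count of transporters this is largely built in. With 1 sample, a threshold in every replicate or leaving out a replicate cannot change it, and only TMM-effective library sizes tested it.

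Leaving out replicates moved most of the counts of changed genes further than any other alternative, but the count between the pentoses moved most with only their samples in the fit. Across the 4 fits that each left out a replicate, the genes called changed on L-arabinose ranged from 193 to 2053, those upregulated from 181 to 830 and those downregulated from 12 to 1223. On D-xylose they ranged from 40 to 367, 36 to 258 and 4 to 178. The genes shared by both pentoses ranged from 25 to 151 upregulated and 4 to 107 downregulated, and those between the pentoses from 83 to 1689. The listed CAZy genes ranged from 33 to 50, the listed transcription factor genes from 5 to 21, and NCU06971 and NCU02142 on D-xylose from 0 to 1. The hemicellulase mean ranged from 320.5 to 368.4 RPKM. The high ends of the gene counts came from fits without a D-glucose replicate. In those the spread is estimated from the L-arabinose duplicates alone, between which 1.14% of genes differed 2-fold, against 11.9% between the D-glucose duplicates, which may explain the rise to 2053 genes.

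With the Wald test of DESeq2, 1658 genes were changed on L-arabinose (627 up, 1031 down), 170 on D-xylose (130 up, 40 down), 69 up and 36 down on both, and 991 between the pentoses. It called 21 of the listed transcription factor genes on L-arabinose and 1 of NCU06971 and NCU02142 on D-xylose. Its test treats the estimated spread as known, which may explain the larger counts such as 1658. With an adjusted P-value under 0.05, 2030 genes were changed on L-arabinose (773 up, 1257 down), 861 between the pentoses, and 20 transcription factor genes were upregulated. This threshold is looser than the raw one in those comparisons and stricter on D-xylose, where 63 genes were changed (54 up), against 74 (65 up).

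Without an RPKM threshold, which adds genes of low expression, 551 genes were upregulated on L-arabinose, 138 were changed on D-xylose with 129 of them upregulated, 91 were upregulated on both and 1 of NCU06971 and NCU02142 on D-xylose. With only the samples of the conditions compared in the fit, 36 genes were changed on D-xylose (31 up, 5 down), 24 were up and 5 down on both, and 1932 were changed between the pentoses. The spread then comes from the D-glucose duplicates in the former and the L-arabinose duplicates in the latter, which may explain the rise to 1932. With an RPKM above 20 in any of the 3 conditions, an alternative chosen after seeing the data, 71 genes were upregulated on both pentoses and 1 of NCU06971 and NCU02142 on D-xylose. This setting gave 105 genes changed on D-xylose (96 up, 9 down), the same numbers as the paper's. The other counts were not the same, with 586 genes changed on L-arabinose against the paper's 1046, and 71 shared against its 50.

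The correlation of the D-glucose replicates was 0.9525 over genes with at least 10 reads in both, and 0.9675 over genes with a known length, an alternative chosen after seeing the data. For the L-arabinose replicates these values were 0.9922 and 0.9913, and the Pearson correlation of log2(RPKM + 1) was 0.9954. Low-count loci, which rank alike in any 2 samples, may raise the coefficient over all loci. The hemicellulase mean became 184.2 RPKM as a median over genes and 304.1 with TMM-effective library sizes. The matching share of the clusters was 93.35% on a log2 scale, 94.44% with average linkage and 77.94% with unscaled log2 ratios.

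With the replicate block in the fit of the L-arabinose and D-glucose samples, paired by the number in their labels, 486 genes were changed on L-arabinose (310 up, 176 down), with 43 of the listed CAZy genes, 10 of the transcription factor genes and 8 of the hemicellulase genes. The pairing check gave r = -0.010. The replicate block was not run because D-xylose has 1 sample for the genes changed, upregulated and downregulated on D-xylose, those shared by both pentoses, those between the pentoses, the hemicellulase genes on D-xylose, and NCU06971 and NCU02142 on D-xylose.

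Of 71 fold changes of named genes, 49 were unchanged throughout in direction and side of the threshold. Of their 822 values under an alternative, 767 were unchanged, 25 lost the threshold, 27 gained it and 3 reversed. All 3 were of NCU09041, whose D-glucose samples differ widely. Its log2 fold change on L-arabinose ranged from -1.87 to 2.83 across the fits that each left out a replicate and was 0.39 with the replicate block, against -0.93 in the main fit, and on D-xylose it ranged from -2.30 to 2.41, against -1.35.

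The alternative that takes the exon length of an annotation for every gene, set before the files arrived, was not run, since no annotation came with the files. Its place in the RPKM values is taken by the lengths implied by the tables. At these depths, 3 reads are a share of 1.43e-05% to 1.56e-05% of a sample. The D-glucose values of the most induced genes rest on few reads, which limits the precision of their fold changes. Examples are 1 and 1 for NCU05924, 2 and 2 for NCU03322, 4 and 2 for NCU08128, and 11 and 20 for NCU01132.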

Differences from the paper's values

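On L-arabinose, 582 genes were called changed, against the paper's 1046. Of the alternatives set before the files arrived, only the one without an RPKM threshold, with 813 genes, came within 1.5 times the paper's number. DESeq2's Wald test (1658), DESeq2's size factors in edgeR (570), no filter on low counts, the adjusted threshold (2030), a fold change of at least 2 (582), only the conditions compared (574), the replicate block (486) and the fits without a replicate (193 to 2053) did not. The genes downregulated on L-arabinose numbered 248, against the paper's 548, and none of the alternatives set before the files arrived closed the gap.

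Of the transcription factor genes, 11 were called upregulated on L-arabinose, against the paper's 21. DESeq2's Wald test (21), the adjusted threshold (20) and the fits without D-glucose replicate 1 (21) or D-glucose replicate 2 (21) closed the gap, and the other alternatives did not. Of NCU06971 and NCU02142, 0 were called upregulated on D-xylose, against the paper's 2, and none of the alternatives set before the files arrived closed the gap.

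The RPKM of NCU04537 on L-arabinose was 1.75, against the paper's 3.35 in Table 2, and no alternative set before the files arrived closed the gap. That of NCU08152 was 0.462, against the paper's 0.71, and only the value without replicate 1, 0.477, came within 1.5 times of it. For NCU09209 it was 70.24 RPKM, against the paper's 109.54 in Table S6, and no alternative closed the gap.

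The paper describes NCU02188 as the gene of highest expression on L-arabinose. Here it had the highest RPKM of the sugar transporter genes, and 20 other genes with a known length lay above it in both L-arabinose samples, led by NCU08457. The paper places NCU07607 among the genes induced on both pentoses, and NCU01227 and NCU00629 among those lowered on L-arabinose. Here these genes changed in the stated directions, with log2 fold changes of 2.06 and 3.22 for NCU07607 on L-arabinose and D-xylose, and of -1.61 and -2.36 on L-arabinose for NCU01227 and NCU00629, but were not called. NCU00642 and NCU05064, which the paper lists as upregulated on L-arabinose, had log2 fold changes of 4.25 and 1.44 and were not called either. Both pass the alternative threshold of an adjusted P-value under 0.05, with edgeR adjusted p-values of 0.019 and 0.012. NCU05064 was also called by DESeq2's Wald test, which called all 21 listed transcription factor genes.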

Other observations

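By Spearman correlation across genes, the D-xylose sample was about as close to the D-glucose samples (0.967 and 0.970) as these were to each other (0.974), while the L-arabinose samples had 0.994. The mean chi-square per gene was 219.6 between the D-glucose samples and 38.88 between the L-arabinose samples. Between D-xylose and D-glucose it was 253.2 for replicate 1 and 223.5 for replicate 2, so by this measure D-xylose was further from replicate 1.

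The D-glucose replicates differed in the direction of the L-arabinose response. Of 422 cluster 2 genes with enough reads, 310 were higher in D-glucose replicate 1, and 372 of 552 cluster 4 genes were lower there. Reads of an L-arabinose library in this sample would leave at least 0.5% of the L-arabinose level in every strongly expressed gene, but the lowest level, that of NCU04169, was 0.035%. Across genes with at least 10 reads in every sample, the log2 ratio of the D-glucose replicates correlated with that of L-arabinose to D-xylose, which shares no D-glucose sample, at a Spearman rho of 0.393, and at 0.388 with at least 100 reads, so low counts did not account for it. A candidate explanation is that the culture of replicate 1 was nearer to the L-arabinose state, for instance through the time of harvest. The predictions on mixed reads and on the culture were written after the difference had been seen, and the one on low counts before its test. Batches could not be examined, and no biological explanation can be told apart from them.

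The 18 genes that Table S1 annotates as 40S or 60S ribosomal proteins were all lower in both L-arabinose samples than in both D-glucose samples, with a median log2 fold change of -1.21 on L-arabinose and -0.17 on D-xylose, and 0 of them were called. Without the 20 genes of highest share the median was -1.24. The fold changes were already normalized by TMM, so this test cannot decide whether the share of reads taken by those genes contributed. The 45 other genes of Table S1 closest to them in reads on D-glucose had a median of -1.20, as low as that of the ribosomal protein genes, so the decrease was not specific to the ribosomal protein genes. The prediction on the 20 genes was written after the decrease had been seen, and the one on matched genes before its test.

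The L-arabinose RPKM values of Table 2 and Table S6 differ from those of Table S2 and from the counts. In Table 2 the median difference from the counts was 6.41% and in Table S6 5.98%, against 3.86e-03% in Table S2. The use of 1 sample, or an average of both, would keep each value within the range of the samples, but 40 genes lay outside it. Other gene lengths would move the D-glucose and D-xylose values as well. Leaving out NCU01633 and values under 1 RPKM, these differed by at most 0.428%, over 26 genes on D-glucose and 28 on D-xylose in Table 2, and over 33 and 41 in Table S6. For 13 genes the length itself came from these values of Table 2, so the comparison is informative only for the others. The origin of these values remains open, and both predictions were written after the differences had been seen.

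NCU01633 had 1003 reads on D-xylose, or 18.57 RPKM, where Table S1 of the paper gives 19.679 and Table 2 gives 29.68. The D-xylose count of transporters with at least 20 RPKM is thereby 1 lower than the paper's. The D-xylose total implied by the RPKM of other genes exceeded that of the file by 600.3 reads, and 600.1 more reads of NCU01633 would be needed for the value of Table 2. A possible explanation is that the paper's Table 2 was made with more reads of this gene than the file holds. That prediction was written after the difference had been seen.

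Genes of Table S1 were selected by the P-values printed there and the paper's thresholds, with the RPKM threshold applied to the conditions compared. This gave 322 genes on either pentose, of which 244 are in the paper's list of changed genes, Table S2, and 78 are not. A further 9 genes of Table S2 fall outside the thresholds applied in this way. Among these 9, NCU01441 had a printed DESeq P-value of 1.37e-05 on L-arabinose. Its RPKM was 7.79 on L-arabinose, 17.86 on D-glucose and 26.20 on D-xylose (no replicates). NCU01441 would therefore pass with the RPKM threshold applied to any condition. Of the 78, 69 are lower on L-arabinose. The Spearman correlation of the P-values of Table S1 with those of edgeR, on a -log10 scale, was 0.95 on L-arabinose.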
